# Gene Expression Modifications by Temperature-Toxicants Interactions in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pone.0024676

**Published:** 2011-09-09

**Authors:** Ana Viñuela, L. Basten Snoek, Joost A. G. Riksen, Jan E. Kammenga

## Abstract

Although organophosphorus pesticides (OP) share a common mode of action, there is increased awareness that they elicit a diverse range of gene expression responses. As yet however, there is no clear understanding of these responses and how they interact with ambient environmental conditions. In the present study, we investigated genome-wide gene expression profiles in the nematode *Caenorhabditis elegans* exposed to two OP, chlorpyrifos and diazinon, in single and combined treatments at different temperatures. Our results show that chlorpyrifos and diazinon induced expression of different genes and that temperature affected the response of detoxification genes to the pesticides. The analysis of transcriptional responses to a combination of chlorpyrifos and diazinon shows interactions between toxicants that affect gene expression. Furthermore, our combined analysis of the transcriptional responses to OP at different temperatures suggests that the combination of OP and high temperatures affect detoxification genes and modified the toxic levels of the pesticides.

## Introduction

Organophosphorus pesticides (OP) are widely used to eliminate domestic and agricultural pests. Due to this common use, humans and many other organisms are often exposed to combinations of different pesticides. All OP share a common mode of action, namely they inhibit acetylcholinesterase (AChE), leading to a cholinergic hyper stimulation [1]. However, the effect of OP exposure includes secondary targets that are different among members of the OP group [1]–[4]. In addition, treatments of pesticide combinations induce specific gene transcription responses compared to the single treatments [5], [6]. In other words, toxicants with a similar mode-of-action can induce a different molecular response and their combination may affect the toxic response. Toxicity studies of interactions between chemicals are numerous in literature [7]–[10], but studies of gene transcriptional responses are quite limited. Furthermore, other environmental parameters can also interact with toxicants and modify the toxic effect. For example, increased temperature increases the toxicity of OP like diazinon in zebrafish, or chlorpyrifos in earthworms [11], [12]. But very low temperatures do not show significant interactions with pesticides like abamectin and carbendazim in earthworms [13].

The mode of action of OP is determined by the balance between bioactivation and detoxification [14]. Bioactivation of OP occurs in the initial phase of detoxification, when cytochrome P450 enzymes (CYP) and short chain dehydrogenases (SDR) enzymes transform the pesticides into an oxygenated and highly toxic form called oxon-OP [15]. The process usually follows with the effective detoxification (hydrolysis) of the oxon intermediates by UDP-glucuronosyl transferases (UGT) and glutathione-S-transferases (GST) enzymes to a final inactive compound. Direct dearylation of CPF and DZN to this final compound may also be mediated by CYPs in a direct detoxification reaction [15].

*C. elegans* has approximately 80 CYP genes classified in families and subfamilies of which several have been associated to the metabolism of a range of organic and inorganic chemicals [4], [16]–[20]. Menzel *et al*. [17] were among the first to report a systematic gene expression analysis of *C. elegans* CYP genes in response to xenobiotics. The authors found a concentration-dependent relationship of *C. elegans* CYP35A1, A2, A5, and C1 gene expression in response to organic xenobiotics, including a pesticide, showing that biotransformation pathways of OP are also conserved in worms.

Temperature is generally assumed to be positively correlated with toxic effects. This has been attributed to increased uptake and increased accumulation of the toxicant at higher temperatures [21]. Yet, some studies have found a decreased toxicity at higher temperatures in aquatic organisms [22]. This indicates that the metabolic disturbance of a toxicant depends on the temperature. A reason for that may be the temperature effect itself. Temperature modifies the metabolic rate and therefore can have a strong effect on the whole organism [23]. Transcriptional responses to high temperatures have been characterized in many model organisms such as fruit flies (*Drosophila melanogaster*), springtails (*Folsomia candida*) and *C. elegans*, among others [24]–[26].

Li *et al*. [27] mapped genetic determinants for gene expression at different temperatures and for gene-environment interactions in *C. elegans*. Their results indicated that gene expression regulation differs with temperature, and strongly suggest that the interaction between toxicants and temperature also affected transcriptional responses. To investigate possible transcriptional responses to multiple interacting factors we analyzed genome-wide gene expression profiles using microarrays of the *C. elegans* strain N2 in different environments. We hypothesized that higher temperatures would modify the gene regulatory network in such a way that the regulated genes by toxicants change, and not necessarily their expression levels. Nematodes were treated with two OP, chlorpyrifos (CPF) and diazinon (DZN) in a single and combined (low dose) treatment at 24°C. Then, those gene expression data were combined with previously published expression profiles with identical toxicant treatments at 16°C [28]. Both experiments however were conducted at the same time thus excluding any potential batch effects. Our analysis focused on the identification of responsive genes to the different factors under study: CPF, DZN and temperature. The expression profiles allowed us to identify those genes and biological functions which were affected by interactions between temperature and OP.

## Results

### OP treatments regulated expression of different genes

First, we investigated the expression profiles from nematodes treated with CPF, DZN and a combination of both (CPF+DZN) at 24°C. Simultaneously, we re-analyzed expression profiles previously published [28] from nematodes treated with identical toxicant concentrations and rearing treatments at 16°C. Figure 1 shows two Venn diagrams with the differentially expressed genes at both temperatures, and the overlap between the different toxicant treatments (Table S1). 

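The nematodes treated with DZN at 24°C and their controls were analysed here from the deposited arrays. The arrays of the CPF and CPF+DZN treatments and of the 16°C experiment were not analysed here. DZN (diazinon) is an organophosphate whose oxon form inhibits acetylcholinesterase, the enzyme that ends cholinergic signalling. Synchronised eggs of the N2 strain were placed on dishes with DZN or with acetone alone, and nematodes of 4 dishes were pooled as a sample at a larval stage that the paper gives as late L3 and the sample labels as L3/L4. The paper gives 1 mg/l of DZN and 40 hours, and the sample labels give 0.5 mg/l and 72 hours for the same arrays. RNA of a DZN sample and of a control sample was hybridised to each of 6 arrays, with DZN labelled with Cy5 on 3 arrays and with Cy3 on the other 3. These arrays are called DZN-Cy5-1 to DZN-Cy5-3 and DZN-Cy3-1 to DZN-Cy3-3 here, after the dye that the labels give to DZN and the number in their titles. The paper describes independent biological replicates, and the scanner record names 6 different DZN extracts and 6 different control extracts. That record assigns the extracts to the dyes the opposite way from the sample labels on 6 of 6 arrays. Signs are given here by the sample labels, as "higher" or "lower in the channel labelled DZN", and each would turn if the record were right, while sizes, counts and p-values would stay the same. The deposited normalized values run DZN over control by the same labels. The authors scanned the arrays, normalized within arrays by loess and between arrays by Aquantile in limma, and fitted a linear model per toxicant and temperature. Here the raw spot intensities were corrected with normexp and normalized by loess within each array, and log2 ratios of 22490 probes for 18864 genes were tested with limma with a term for the dye and Benjamini-Hochberg adjustment. Median raw intensities per array lay between 220 and 561 in Cy3 and between 253 and 453 in Cy5, against median backgrounds of 150 to 181 and 154 to 163. Between 49.0% and 61.6% of the spots were above background in both channels, and the number of arrays limits the precision.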

In general, more genes were significantly regulated at 24°C compared to 16°C in all treatments. Genes significantly regulated by CPF, DZN and CPF+DZN treatments were 4.7% (885), 6.7% (1273) and 9.3% (1766) of the total number of tested genes (18889), respectively. 

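Oocyte genes were among those with the highest log2 ratios of the channel labelled DZN over control, and CYP genes among those with the lowest. The oocyte genes egg-1, an oocyte surface receptor needed for fertilisation, and oma-2, a regulator of oocyte maturation, had log2 ratios of 1.43 (SE 0.16, adjusted p = 0.0040 from limma) and 1.30 (SE 0.13, adjusted p = 0.0026), higher on 6 of 6 arrays. Of 50 measured genes of the germline and oogenesis list, 31 were higher and none was lower at an adjusted p under 0.05 (43 higher when adjusted over the list alone). Their median log2 ratio was 0.54, and the list shifted against the other genes in camera with an adjusted p of 1.5e-25 at a preset correlation of 0.01 between genes. The correlation estimated for this list was 0.690, and with it the adjusted p = 0.196 in camera. The preset p takes genes that vary together as nearly independent, so it overstates the evidence. Beside it, the lists of other tissues had medians of -0.27 (intestine), -0.18 (body wall muscle) and 0.22 (major sperm protein and sperm), each with the same sign on 6 of 6 arrays. The largest ratios were on the lower side, with -3.70 (SE 0.33) for H25K10.4, -3.35 (SE 0.28) for the C-type lectin clec-206 and -3.17 (SE 0.35) for the cytochrome P450 cyp-35A4. In the channel labelled DZN, H25K10.4 and cyp-35A4 were above background on 4 of 6 arrays and clec-206 on 5 of 6, so these ratios rest partly on signal at background, and that of H25K10.4 ran from -4.50 with plain background subtraction to -3.02 with the authors' normalized values. A probe of the glucocerebrosidase homologue gba-2 had -2.87 (SE 0.21) and was above background in the channel labelled DZN on 2 of 6 arrays. Over all probes, 1875 passed an adjusted p of 0.05, 1065 of them higher and 810 lower, and 98 of these differed by more than 2-fold. At the paper's threshold, an unadjusted p of 0.01, 2926 of 22490 probes passed (1601 higher, 1325 lower), where chance alone gives 224.9. They belong to 2676 genes, 14.2% of the 18864 tested, and a p at that threshold has a Benjamini-Hochberg adjusted value of 7.69%. Of the probes passing at an unadjusted p of 0.01, 45.3% were lower, against 24.1% with median centring of each array in place of loess. With the replicate number as a block 843 probes passed the adjusted p (516 higher, 327 lower). Most were lower among the 13 probes that passed when the arrays of a number were averaged (1 higher, 12 lower), the 27 with plain background subtraction (2 higher, 25 lower) and the 22 with the methods' linear model per channel (2 higher, 20 lower). That model is a reading of the paper's formula with the channels as unpaired groups, and the paper does not say whether it treated them so. Without DZN-Cy3-3, DZN-Cy5-1, DZN-Cy3-1, DZN-Cy5-3 and DZN-Cy3-2 in turn, 139, 286, 315, 1002 and 1127 probes passed.

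**Figure D1:**
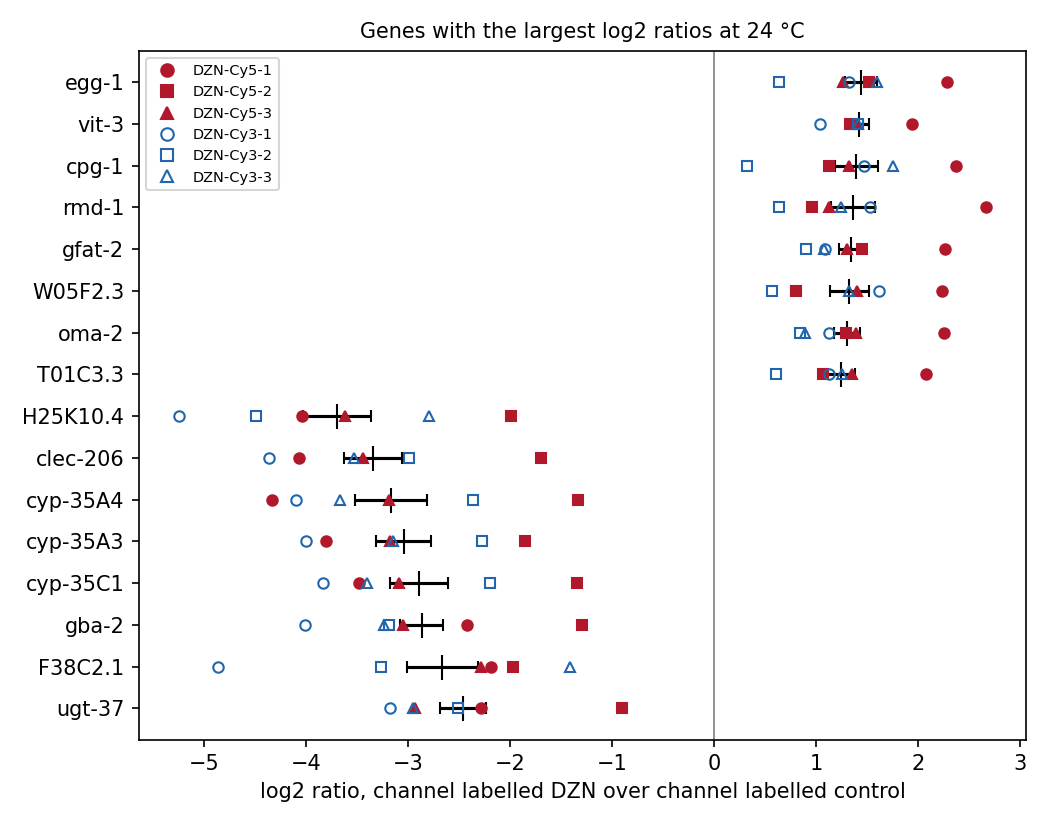
Log2 ratio of the channel labelled DZN over the channel labelled control on each of the 6 arrays (points, on the x axis) for the 8 genes with the largest positive and the 8 with the largest negative ratio (y axis) among those past an adjusted p of 0.05 and of the same sign on every array. Vertical ticks and bars are the fitted ratio and its standard error, vit-3 stands for its probe with a fitted ratio of 1.42, and H25K10.4 at -3.70 lies farthest from 0.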

At 16°C, CPF regulated 3.3% of all the genes (624), DZN 3.0% (560), and the combined treatment CPF+DZN 3.4% (640). At both temperatures, the number of genes commonly regulated by the three treatments was small, with 10 and 53 genes at 16°C and 24°C, respectively (Table S2).

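Most of the 53 genes that the paper lists as regulated by all 3 treatments at 24°C were lower in the channel labelled DZN. Their log2 ratios were negative for 39 genes and positive for 14, with a median of -0.72. At an adjusted p under 0.05 from limma, 36 were lower, 7 were higher and the others did not pass, and 44 had the same sign on 6 of 6 arrays. Among the genes lower were irg-4, a CUB-like gene induced by pathogens, at -1.69 (SE 0.15, adjusted p = 0.0019) with DZN-Cy5-1 apart at -2.54, and clec-174, a C-type lectin, at -2.15 (SE 0.17, adjusted p = 0.0012) and above background in the channel labelled DZN on 4 of 6 arrays. The cadmium-responsive gene family member cdr-6 had -0.87 (SE 0.09, adjusted p = 0.0036) and the cathepsin B-like protease cpr-3 had -0.75 (SE 0.10, adjusted p = 0.0096). At an unadjusted p of 0.01, 45 of the 53 passed, and 29 with the methods' linear model per channel, which ignores that the channels share an array. A linear model of 1 ratio per array of the authors' values, chosen after seeing the data, passed 41. The study chose this list on these samples among others, so the counts are not independent evidence of its direction.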

**Figure 1:**
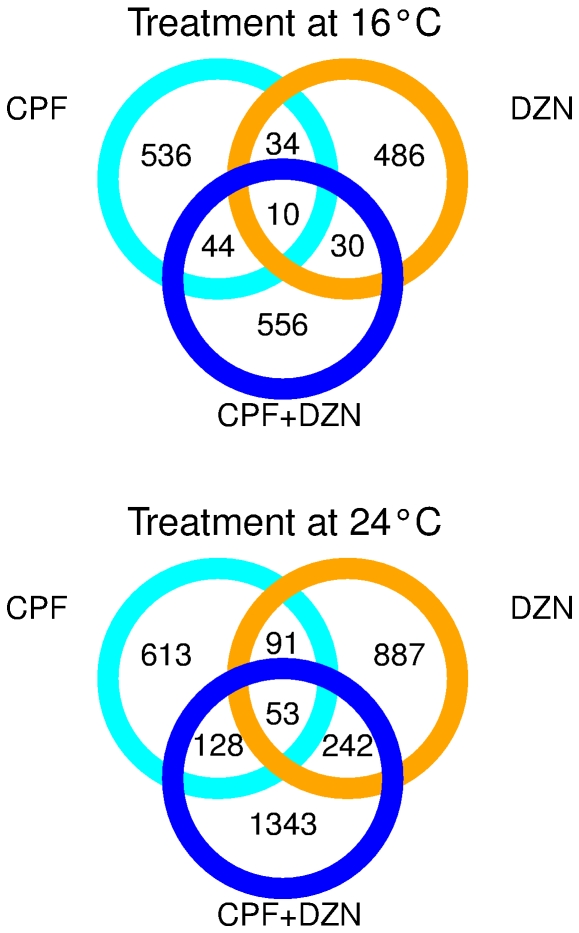
Differentially expressed genes in response to CPF, DZN and combination at 16°C and 24°C. Venn diagram showing significantly regulated genes by CPF (cyan circle), DZN (orange circle), a combination of both (CPF + DZN, blue circle) and their overlap at two temperatures.

We investigated the biological functions associated to the regulated genes using Gene Ontology (GO) information and predicted protein functional domains information. The full list of significantly enriched GO terms and functional domains (p-value 0.05, hypergeometric test) can be found in Table S3. As a summary, we show in Figure 2 highly significant GO terms (p-value <0.001) in at least one treatment, as well as the significant levels for the other treatments. GO terms related to detoxification of OP (monooxygenase activity) and metabolism in general and lipid transport and metabolism were significantly regulated. Moreover, we observed a different effect of temperature on biological functions affected by toxicant treatments. For example, collagen and cuticule development was an enriched biological function in genes affected by CPF and the combination CPF+DZN at 16°C. At higher temperature this function was enriched with genes significantly affected by DZN treatment, but not by other treatments. Similarly, other biological functions were significantly enriched with genes affected by only one treatment, e.g. dephosphorylation and zinc ion binding by DZN at 24°C; or transcription regulator activity by CPF+DZN at 16°C. The analysis of predicted functional domains from the regulated genes by the different treatments is shown in Table S4 (p-value <0.05). 

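The flavin-containing monooxygenases that passed were lower in the channel labelled DZN, as were the genes of lipid metabolism that passed, with 1 exception. Of 5 measured flavin-containing monooxygenases, which oxidise nitrogen and sulphur atoms of foreign compounds, 2 were lower and none was higher at an adjusted p under 0.05 from limma (3 lower when adjusted over the list alone), and the log2 ratios of all 5 were negative. The ratio of fmo-5 was -1.25 (SE 0.12, adjusted p = 0.0025) and that of fmo-3 was -0.48 (SE 0.10, adjusted p = 0.0264), and this p lay between 0.0527 and 0.101 without DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3. The list had a median of -0.55 and an adjusted p of 0.0014 in camera, and the adjusted p = 0.122 with an estimated correlation. Of 108 genes of lipid metabolism, 16 were lower and 1 was higher (25 lower and 4 higher when adjusted over the list alone). Enzymes of peroxisomal beta-oxidation were among those lower. The thiolase daf-22 had -0.82 (SE 0.08, adjusted p = 0.0029). The acyl-CoA synthetase acs-7 had -1.04 (SE 0.15, adjusted p = 0.0118, and 0.0626 without DZN-Cy3-3), with DZN-Cy5-2 apart at -1.98. The acyl-CoA oxidase acox-1.1 had -0.64 (SE 0.10, adjusted p = 0.0138, and 0.0562 and 0.0682 without DZN-Cy5-1 and DZN-Cy3-3), with DZN-Cy3-1 apart at -1.1. The lipid metabolism list had a median of -0.08 and an adjusted p of 0.0052 in camera, while the adjusted p = 0.122 with an estimated correlation and 0.0529 from the authors' normalized values. Genes of the intestine list were lower too, with a median of -0.27 that was negative on 6 of 6 arrays.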

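Collagen genes of the cuticle went both ways between the channels labelled DZN and control. Of 158 measured cuticle collagens, 15 were higher and 8 were lower in the channel labelled DZN at an adjusted p under 0.05 from limma (16 higher and 9 lower when adjusted over the list alone). The log2 ratio was 0.69 (SE 0.10, adjusted p = 0.0120) for col-119 and -0.65 (SE 0.09, adjusted p = 0.0118) for col-152, and these p rose to 0.0634 and 0.0626 without DZN-Cy3-3. The list had a median of -0.09 and did not shift against the other genes in camera (adjusted p = 0.198), but did on the lower side without DZN-Cy5-3 (adjusted p = 0.0267). Of 30 genes of moulting and cuticle remodelling, 3 were lower and none was higher (6 lower when adjusted over the list alone), among them lrp-1, a megalin-like receptor needed for moulting, at -0.52 (SE 0.08, adjusted p = 0.0147). This p lay between 0.0508 and 0.0719 without DZN-Cy5-1, DZN-Cy3-1 or DZN-Cy3-3. The others lower were che-14 at -0.41, above background on 3 of 6 arrays in each channel, and ptr-18 at -0.56. Neither passed with the replicate number as a block (adjusted p = 0.0629 and 0.0669 from limma). Their p lay between 0.0684 and 0.143 without DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3, and that of ptr-18 was 0.0686 without DZN-Cy3-2. The moulting list had a median of -0.29 with an adjusted p of 7.5e-05 in camera, and the adjusted p = 0.348 with an estimated correlation. Hedgehog-related genes, which in C. elegans act largely in the epidermis and its moults, were measured for 80 members, 11 lower and 1 higher (20 lower and 1 higher when adjusted over the list alone). The gene ptr-6 had -0.53 (SE 0.08, adjusted p = 0.0133) and ptr-2 had 0.50 (SE 0.08, adjusted p = 0.0142), and these p were 0.0518 and 0.0574 without DZN-Cy5-1 and 0.0514 and 0.0710 without DZN-Cy3-3. The hedgehog-related list had a median of -0.23 and an adjusted p of 2.7e-07 in camera, and the adjusted p = 0.231 with an estimated correlation. The median of the moulting list was -0.60, 0.09 and -0.24 on DZN-Cy5-1 to DZN-Cy5-3 and -0.68, -0.01 and -0.20 on DZN-Cy3-1 to DZN-Cy3-3, and that of the germline and oogenesis list was 1.06, 0.31 and 0.56 on the former and 0.72, 0.32 and 0.43 on the latter. From a pattern in the data the numbers were taken to pair the arrays, and 3 numbers are too few to test a relation between the lists.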

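The protein phosphatase genes that passed were higher in the channel labelled DZN with 1 exception. Of 52 measured members, 7 were higher and 1 was lower at an adjusted p under 0.05 from limma (12 higher and 5 lower when adjusted over the list alone). The log2 ratio was 1.11 (SE 0.19, adjusted p = 0.0174) for egg-4 and 1.03 (SE 0.19, adjusted p = 0.0217) for egg-5, which encode phosphatase-like proteins of the oocyte cortex that lack catalytic activity. The sperm phosphatase gsp-4 had 0.47 (SE 0.08, adjusted p = 0.0184) and pph-4.2 had 0.67 (SE 0.13, adjusted p = 0.0236). The list had a median of 0.15 and an adjusted p of 5.8e-04 in camera, while the adjusted p = 0.287 with an estimated correlation. Without DZN-Cy3-3 the adjusted p of these genes were 0.0759, 0.0928, 0.0758 and 0.0746, in the order named, and without DZN-Cy3-1 they were 0.0592, 0.0691, 0.0568 and 0.0754. The p of gsp-4 was 0.0801 without DZN-Cy5-1 and that of pph-4.2 was 0.0507 without DZN-Cy3-2, and DZN-Cy5-1 lay apart at 2.31 for egg-5 and 1.54 for pph-4.2. The germline and oogenesis list (median 0.54) and the sperm list (median 0.22) were positive on 6 of 6 arrays as well.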

Overrepresented domains in all treatments were detoxification domains cytochrome P450 and UDP-gluconosyltransferase, and domain DUF19 with unknown function. 

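Most genes of both detoxification groups that passed were lower in the channel labelled DZN. Cytochrome P450 enzymes (CYP) oxidise foreign compounds, and UDP-glucuronosyl transferases (UGT) conjugate sugars to them. Of 74 measured CYP genes, 26 were lower and 4 were higher at an unadjusted p of 0.01, and 22 were lower and 4 higher at an adjusted p under 0.05 from limma (27 lower and 4 higher when adjusted over the list alone). Of 64 measured UGT genes, 24 were lower and 2 were higher at an unadjusted p of 0.01, and 21 were lower and 2 higher at the adjusted p (25 lower and 3 higher when adjusted over the list alone). The log2 ratio of ugt-37 was -2.46 (SE 0.22, adjusted p = 0.0021), that of ugt-33 was -1.19 (SE 0.12, adjusted p = 0.0029) and that of ugt-13 was -0.67 (SE 0.07, adjusted p = 0.0039). The probes of ugt-37 and ugt-33 were above background in the channel labelled DZN on 4 and 2 of 6 arrays. CYP genes passed the unadjusted threshold more often than the other genes tested, with an odds ratio of 4.16 (95% confidence interval 2.52 to 6.78, Fisher's exact test, two-sided, adjusted p = 1.4e-07 over 6 families). For UGT genes the odds ratio was 4.17 (95% confidence interval 2.43 to 7.06, Fisher's exact test, adjusted p = 5.8e-07). Genes are the units of these tests, so their p do not measure variation between arrays. Of 31 ways to assign a direction to the arrays, 4 gave at least 3 enriched families, the real one among them. In camera the median log2 ratio was -0.16 for the CYP list (adjusted p = 2.6e-08) and -0.28 for the UGT list (adjusted p = 1.3e-07). With an estimated correlation the adjusted p = 0.0417 for the CYP list and the adjusted p = 0.181 for the UGT list. Beside them, the 41 measured genes of the intestine list had a median of -0.27, below 0 on 6 of 6 arrays, and 9 were lower and none higher at the adjusted p (14 lower when adjusted over the list alone). The adjusted p of the intestine list was 2.2e-07 in camera, and the adjusted p = 0.122 with an estimated correlation.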

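Yolk protein genes had positive log2 ratios of the channel labelled DZN over control, and the genes of antimicrobial defence that passed were lower with 1 exception. The vitellogenins encode yolk proteins, which carry lipid to oocytes. Of 6 measured vitellogenins, 1 was higher by its brightest probe at an adjusted p under 0.05 from limma (6 higher when adjusted over the list alone), and vit-3 and vit-4 passed on other probes. All 6 had positive log2 ratios by their brightest probes, with a median of 0.44. The gene that passed by its brightest probe was vit-1, with 1.18 (SE 0.18, adjusted p = 0.0134, and 0.0527 without DZN-Cy5-1), higher on 5 of 6 arrays. The brightest probes of vit-2 to vit-6 had ratios from 0.40 to 0.45, and each was saturated in the channel labelled DZN on 1 or 2 arrays. They were above background on 6 of 6 arrays in the channel labelled control too, with mean log2 intensities over both channels of 14.7 to 14.9. Whether signal of that size goes with the larval stage given was not tested. Without DZN-Cy5-2 the adjusted p of these probes lay between 0.0095 and 0.0351 from limma. The probes of vit-3 differed, with 0.40 (adjusted p = 0.0849), 0.86 (adjusted p = 0.0120) and 1.42 (adjusted p = 9.7e-04), and those of vit-4 ran from 0.05 to 1.1, of which the highest passed (adjusted p = 0.0029). In camera the vitellogenin list shifted higher with an adjusted p of 1.1e-04, and the adjusted p = 0.198 with an estimated correlation. Of 83 antimicrobial and immune effectors, 11 were lower and 1 was higher (13 lower and 1 higher when adjusted over the list alone). The infection response gene irg-5 had -2.42 (SE 0.21, adjusted p = 0.0018), the saposin-like spp-18 had -1.04 (SE 0.12, adjusted p = 0.0043) and the lysozyme lys-7 had -0.61 (SE 0.09, adjusted p = 0.0142, and 0.0710 without DZN-Cy3-3). The immune effector list had a median of -0.14 and an adjusted p of 1.2e-04 in camera, and the adjusted p = 0.225 with an estimated correlation. Its member lys-7 is also in the intestine list, whose median of -0.27 was negative on 6 of 6 arrays. Of 229 C-type lectins, a family with roles in pathogen responses, 12 were lower and 7 were higher (the same counts when adjusted over the list alone), with clec-72 at -1.34 (SE 0.12, adjusted p = 0.0019), and the list did not shift (median -0.01, adjusted p = 0.651). Leaving out the dim spots that the scanner coded 1 or 4 gave the C-type lectin list an adjusted p of 0.0050 in camera on the lower side. The plan left flagged spots out, but whether these codes are flags was decided after seeing the data.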

Many other domains were enriched like lipid transport and metabolism related domains (e.g. vitellinogen related domains) and innate immunity (e.g. CUB-like domain). The biological functions associated to commonly regulated genes by all three toxicants treatments at both temperatures were also investigated. The low number of commonly regulated genes at 16°C (10 genes) did not shown any significant enrichment for either GO terms or domains. At 24°C, however, three GO terms were significantly enriched (p-value <0.05), and two domains in the 53 genes investigated (Table 1).

**Figure 2 pone-0024676-g002:**
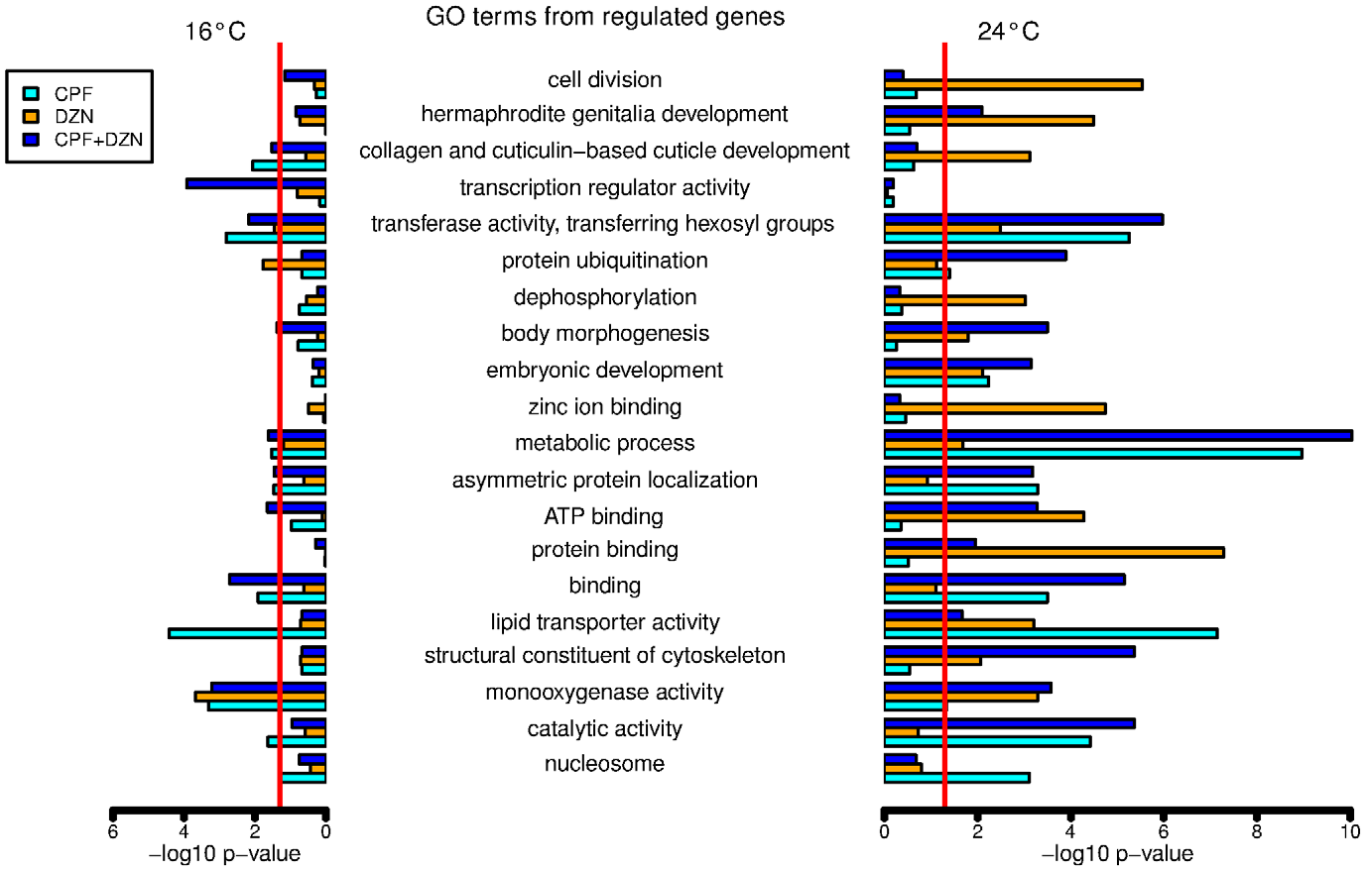
Highly significant Gene Ontology (GO) enriched terms from differentially expressed genes in CPF, DZN and CPF+DZN combination treatments at 16°C and 24°C. As a summary from GO analysis, highly significant (p-value  = 0.001, hypergeometric test) enriched GO terms in at least one treatment were selected and the p-values of those GO terms in all treatments were plotted. The full list of GO terms and the corresponding GO ID numbers can be found in Table S3. Each bar identified a treatment: CPF (cyan), DZN (orange) and a combination of both (blue). Left side bars for 16°C treatments and right side bars for 24°C treatments.

**Table 1:** Significantly enriched GO terms in commonly regulated genes at 24°C.

Total Genes in GO	GO term ID	Significant Genes	P-value	Description
**24 °C**				
578	GO:0008152	9	2.19E-06	metabolic process
658	GO:0005488	9	1.23E-05	binding
541	GO:0003824	8	2.94E-05	catalytic activity
**24 °C**				
**Total Genes in Domain**	**Domain ID**	**Significant Genes**	**P-value**	**Description**
95	IPR002198	4	2.52E-06	Short-chain dehydrogenase/reductase
82	IPR002347	4	1.21E-06	Glucose/ribitol dehydrogenase

Gene Ontology (GO) terms and domains enriched (p-value <0.05, hypergeometric test) in the commonly regulated genes (53) by CPF, DZN and the combination CPF+DZN at 24°C (Figure 1). The first column shows the number of genes within each term. GO terms IDs and Domains ID in each treatment are shown, as well as the description of the terms in the final column. Significant genes refers to the number of significantly regulated genes with the GO term or domain.

### Temperature effect on OP regulated genes

Toxicant treatments affected a different number of genes at higher and lower temperatures (Figure 1). To better assess the temperature effect, we compared the regulated genes by treatment and between temperatures (Figure 3). In general, we observed little overlap between significantly regulated genes, suggesting a temperature influence on OP responses. The number of commonly regulated genes at different temperatures was 75 for the CPF treatment, 72 for DZN treatment and 112 for CPF+DZN treatment (Table S5). 

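The 72 genes that the paper lists as regulated by DZN at both temperatures were analysed here in the 24°C arrays alone. Their log2 ratios were negative for 41 genes and positive for 31, with a median of -0.23, and 58 had the same sign on 6 of 6 arrays. At an adjusted p under 0.05 from limma, 30 were lower in the channel labelled DZN and 12 were higher. The carboxylesterase cest-35.2 had -1.41 (SE 0.15, adjusted p = 0.0040) and the C-type lectin clec-209 had -1.06 (SE 0.10, adjusted p = 0.0021). The study chose this list on these samples among others, so the counts are not independent evidence of its direction. Of 560 measured genes on the paper's DZN list at 16°C, 115 (20.5%) passed an unadjusted p of 0.01 at 24°C, against 14.0% of the other genes tested (odds ratio 1.59, 95% confidence interval 1.28 to 1.97, Fisher's exact test, two-sided, p = 2.7e-05). Genes are the units of that test, so its p does not measure variation between arrays. With plain background subtraction 68 genes of the 16°C list passed, and with the methods' linear model per channel 28. Without DZN-Cy5-1, 75 passed.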

We further investigated the biological functions associated to those genes to gain knowledge on independent transcriptional responses to temperature changes (Table 2). The enriched GO terms included monooxygenase activity, metabolism and binding, all functions associated to detoxification of OP. The functional domain analyses (Table S6) were also related to detoxification domains. In detail, the three treatments had enrichment for cytochrome P450 domains (monooxygenase activity), included in the main detoxification enzymes for OP. Moreover, CPF was also enriched with short chain dehydrogenase/reductase domains; and the combined treatment (CPF+DZN) with UDP-glucoronosyl transferase, which are both detoxification domains as well.

**Figure 3 pone-0024676-g003:**
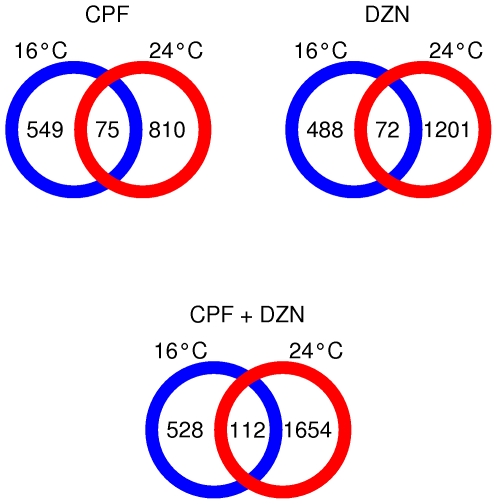
Comparison of differentially expressed genes in response to toxicants at different temperatures. Venn diagram showing significantly regulated genes by CPF, DZN, a combination of both (CPF + DZN) at two temperatures: 16°C (blue circle) and 24°C (red circle).

**Table 2:** Biological functions affected by toxicant and independent from temperature effects.

Total Genes in GO	GO terms	Significant Genes	P-value	Description
**CPF**				
578	GO:0008152	12	3.99E-07	metabolic process
85	GO:0004497	5	1.08E-06	monooxygenase activity
658	GO:0005488	11	1.00E-05	binding
541	GO:0003824	9	5.31E-05	catalytic activity
421	GO:0003677	4	2.59E-02	DNA binding
**DZN**				
85	GO:0004497	4	1.80E-05	monooxygenase activity
658	GO:0005488	7	3.48E-03	binding
578	GO:0008152	5	2.27E-02	metabolic process
**CPF + DZN**				
85	GO:0004497	7	3.90E-08	monooxygenase activity
578	GO:0008152	14	1.63E-06	metabolic process
82	GO:0016758	5	9.20E-06	transferase activity, transferring hexosyl groups
98	GO:0016791	4	2.93E-04	phosphatase activity
658	GO:0005488	11	5.30E-04	binding
541	GO:0003824	6	4.20E-02	catalytic activity

Gene Ontology (GO) analysis of the common genes regulated by each treatment at different temperatures (Figure 3). Total Genes in GO are the total number of genes belonging to each GO term. GO terms are the GO identification numbers. Significant genes refer to number of significantly regulated genes in each treatment that belong to a GO term. The description of the GO terms are in the final column.

### Detoxification gene responses to OP treatments and temperature changes

Transcriptional regulation of detoxification genes is required in response to all OP exposures in single and combined treatments [4], [28]. To better understand the differences in regulated genes between toxicants we focused on detoxification genes. We included for this analysis the four main detoxification enzymes: cytochrome P450 enzymes (CYP), short chain dehydrogenases (SDR), UDP-glucuronosyl transferases (UGT) and glutathione-S-transferases (GST). But also ATP-binding cassette transporters (ABC) and nuclear receptors (NR), since they are known to be involved in transport of detoxification products and activation of detoxification genes respectively [29]. Figure 4 shows a simplified diagram of the detoxification of OP (CPF and DZN) to their final non-toxic forms and the enzymes involved. We also show the number of genes regulated by each toxicant treatment at both temperatures. At 24°C more detoxification related genes (168 unique genes in all treatments) were significantly regulated than at 16°C (85 unique genes). Only the CPF treatment changed this general trend for CYP genes. Interestingly, at lower temperatures the combination treatment did not differ much from the single treatments in the number of regulated detoxification genes.

**Figure 4:**
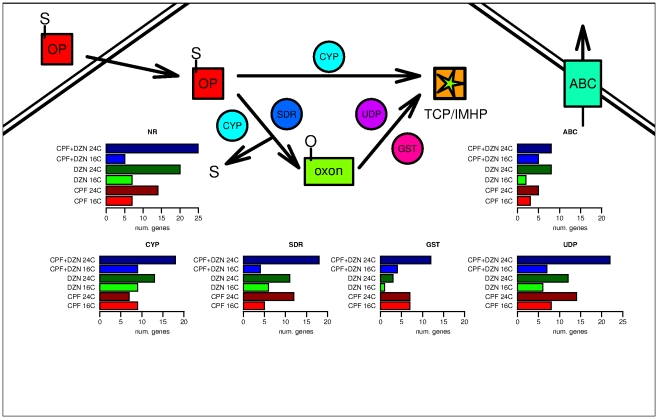
Effects of organophosphate pesticides (OPs) on detoxification genes. Transport of OPs inside the cell activates transcription of nuclear receptor (NR) genes and regulates expression of genes involved in detoxification. An initial phase of CPF and DZN detoxification starts with cytochrome P450 enzymes (CYPs) and short chain dehydrogenases (SDR) enzymes transforming the toxicants into an oxygenated form called oxon-OP (oxon). This highly toxic intermediate metabolite is effectively detoxified by hydrolysis mediated by UDP-glucuronosyl transferases (UGT) and glutathione-S-transferases (GST) enzymes. The final inactive compound of CPF and DZN are 3,5,6-trichloro-2-pyridinol (TCP) and 2-isopropyl-4-methyl-6-hydroxypyrimidine (IMHP), respectively. ABC-transporters (ABC) transport metabolites during the detoxification [28], [29]. The graphs show the number of detoxification genes affected by each toxicant at both temperatures.

The domain analysis (Table S6) showed enrichment for CYP enzymes in all toxicant treatments suggesting that for some CYP the toxicant was a more relevant environmental factor to explain their transcriptional variation than the temperature. Still, and as we showed in Figure 4, more CYP were regulated at higher temperatures indicating that some CYP genes had temperature dependent expression (Table 7A). However, the percentages of detoxification genes from the total number of affected genes by treatment were similar between temperatures. 

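The CYP genes that Table S7A lists for DZN at 24°C were lower in the channel labelled DZN with 1 exception. Of these 13 genes, 12 were lower and 1 was higher at an adjusted p under 0.05 from limma, each with the same sign on 6 of 6 arrays. Among the CYP35 members the log2 ratio was -3.05 (SE 0.27, adjusted p = 0.0019) for cyp-35A3, -2.89 (SE 0.29, adjusted p = 0.0027) for cyp-35C1 and -1.86 (SE 0.17, adjusted p = 0.0021) for cyp-35A2. The gene cyp-35A5, which the paper names, had -2.22 (SE 0.27, adjusted p = 0.0061) and was above background in the channel labelled DZN on 3 of 6 arrays. The probes of cyp-35B1 (adjusted p = 0.0206) and cyp-35A1 (adjusted p = 0.0233) were not above background in the channel labelled DZN on any array and on 2 of 6 in the channel labelled control. The p of cyp-35B1 lay between 0.0626 and 0.0832 without DZN-Cy5-1, DZN-Cy3-1 or DZN-Cy3-3, and that of cyp-35A1 between 0.0568 and 0.0962 without DZN-Cy5-1, DZN-Cy5-3 or DZN-Cy3-1. Averaged over 6 arrays, the control signal of cyp-35B1 and cyp-35A1 was 1.16-fold and 1.09-fold the DZN signal, the latter raised to the lowest signal above background. Since the control signal was above background on only 2 of 6 arrays, these values are not firm lower bounds. In other subfamilies, cyp-34A9 had -2.07 (SE 0.18, adjusted p = 0.0018), cyp-25A2 had -1.67 (SE 0.13, adjusted p = 0.0011) and cyp-37A1 had -1.18 (SE 0.08, adjusted p = 9.7e-04). The gene higher was cyp-31A2, at 0.55 (SE 0.12, adjusted p = 0.0315), and both of its probes passed. Its p lay between 0.0643 and 0.112 without DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3. The study chose this list on these samples, so the counts are not independent evidence of its direction.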

CPF affected 6.2% of detoxification genes at 16°C and 6.6% at 24°C; DZN 5.5% and 5.2%, respectively, and CPF+DZN affected 5.3% and 5.8%. 

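Most detoxification genes that passed in the DZN treatment at 24°C were lower in the channel labelled DZN. Of 555 measured genes of the 6 families, 128 passed an unadjusted p of 0.01, 113 of them lower and 15 higher. They made up 4.78% of the genes that passed, and the families made up 2.94% of the genes tested. The families are defined here by gene symbol, and in the paper by protein domain or, for nuclear receptors, from the literature. The members therefore differ. In the tests of families that follow, genes are the units, so their p do not measure variation between arrays. Short chain dehydrogenases (SDR), oxidoreductases of many substrates, were measured for 39 genes, of which 13 were lower and 3 were higher, and 9 were lower and 2 higher at an adjusted p under 0.05 from limma (17 lower and 5 higher when adjusted over the list alone). The log2 ratio of dhs-2 was -1.59 (SE 0.08, adjusted p = 2.0e-04) and that of dhs-20 was -1.34 (SE 0.14, adjusted p = 0.0032). The odds ratio of SDR genes against the other genes was 4.23 (95% confidence interval 2.08 to 8.37, Fisher's exact test, two-sided, adjusted p = 7.5e-05), and in camera their median was -0.26 (adjusted p = 1.3e-04, and the adjusted p = 0.122 with an estimated correlation). Glutathione-S-transferases (GST), which conjugate glutathione, passed in 7 of 48 genes, all 7 lower, with 5 lower at the adjusted p (7 lower when adjusted over the list alone), gst-5 having -1.51 (SE 0.17, adjusted p = 0.0043). Their odds ratio was 1.03 (95% confidence interval 0.391 to 2.33, Fisher's exact test, adjusted p = 0.838), and 3.23 (Fisher's exact test, adjusted p = 0.0109) with the members as Table S12 lists them, which the study chose on these samples. The GST list had a median of -0.07 in camera (adjusted p = 0.0131), while the adjusted p = 0.205 with an estimated correlation, 0.0550 without DZN-Cy3-1 and 0.0660 from the authors' normalized values. ABC transporters, which export compounds from cells, passed in 14 of 57 genes, 10 lower and 4 higher, with 8 lower and 2 higher at the adjusted p (10 lower and 4 higher when adjusted over the list alone), and pgp-1 had -1.76 (SE 0.18, adjusted p = 0.0032). Their odds ratio was 1.97 (95% confidence interval 0.996 to 3.69, Fisher's exact test, adjusted p = 0.0516), 2.16 (Fisher's exact test, adjusted p = 0.0449) with the replicate number as a block and 2.27 (Fisher's exact test, adjusted p = 0.0582) with the arrays of a number averaged. The ABC list did not shift in camera (median -0.04, adjusted p = 0.213), but did on the lower side without DZN-Cy3-2 (adjusted p = 0.0367).

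**Figure D2:**
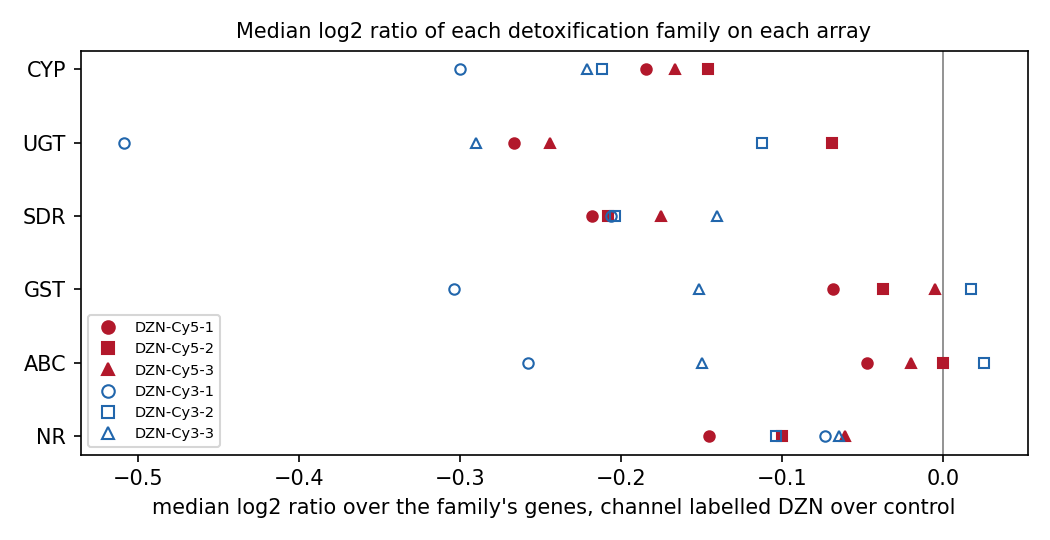
Median log2 ratio of the channel labelled DZN over the channel labelled control on each of the 6 arrays (points, on the x axis) for the genes of each detoxification family (y axis). The CYP medians lie between -0.30 and -0.15 and are below 0 on every array, as are those of UGT, SDR and NR, while GST and ABC have a median above 0 on DZN-Cy3-2.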

More relevant, however, was the proportion of the different detoxification genes per treatment and temperature (Figure S1). For example, from the total number of detoxification genes (66 and 119 at 16°C and 24°C, respectively) more CYP genes were significantly affected at 16°C and more NR genes were affected at 24°C, suggesting the activation of other pathways at higher temperature. Similarly, SDR domain was enriched for CPF common genes but twice as many genes with SDR domains were regulated at 24°C than at 16°C. Stronger examples were found for genes with UDP domains. 

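Nuclear receptor (NR) genes, ligand-dependent transcription factors of which C. elegans has a large family, were mostly below 0 with small ratios. Of 273 measured NR genes, 33 were lower and 2 were higher in the channel labelled DZN at an unadjusted p of 0.01, and 20 were lower and 1 was higher at an adjusted p under 0.05 from limma (25 lower and 1 higher when adjusted over the list alone). The log2 ratio of nhr-287 was -0.47 (SE 0.08, adjusted p = 0.0154) and that of nhr-130 was -0.44 (SE 0.08, adjusted p = 0.0217). These p were 0.0720 and 0.0905 without DZN-Cy3-3 and 0.0669 and 0.0832 without DZN-Cy5-1, and that of nhr-130 was 0.0636 without DZN-Cy3-1. NR genes made up 27.3% and CYP genes 23.4% of the detoxification genes that passed. Within its family a CYP gene passed more often than an NR gene, with an odds ratio of 4.61 (95% confidence interval 2.47 to 8.64, Fisher's exact test, two-sided, p = 4.3e-07). That test takes genes as units, and its p does not measure variation between arrays. NR genes did not pass more often than the other genes tested (odds ratio 0.888, 95% confidence interval 0.603 to 1.27, Fisher's exact test, adjusted p = 0.720). They passed less often with median centring (odds ratio 0.457, Fisher's exact test, adjusted p = 0.0164) and without DZN-Cy5-2 (odds ratio 0.626, Fisher's exact test, adjusted p = 0.0348). In camera the NR list had a median of -0.08 and an adjusted p of 5.4e-05, and the adjusted p = 0.122 with an estimated correlation. From the shares of CYP and NR genes at both temperatures, the paper proposes that other pathways are activated at the higher temperature, and the 16°C arrays behind that comparison were not analysed here.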

The combined treatments have the UDP domain enriched in their commonly regulated genes; however, a much larger number of genes with these domains were regulated at higher temperature.

### Temperature-toxicants interactions modify gene expression

Our analysis of expression profiles at different temperatures revealed little overlap in transcriptional responses to OP. Likewise, the combined treatment (CPF+DZN) results also indicated regulation of different transcriptional responses from what the combinations of single treatment analysis would have predicted. Both results pointed out to gene-by-environment interactions as the underlying cause for expression profiling differences. To study the influence of interactions between toxicants and temperature we re-analyzed all the expression profiles (16°C and 24°C) with a linear model that included the effect of toxicants and temperatures and their interactions. The model included as variables: CPF, DZN, Temperature (Temp), and the interactions: CPF*Temp, DZN*Temp, CPF*DZN and CPF*DZN*Temp. Genes with a −log10 p-value above the threshold were considered significantly influenced by the corresponding variable or interaction (Table S8). Figure 5 shows the significant number of genes per variable. Table S9 also shows the number of overlapping genes between them, since the changes in transcript abundance can be influenced by more than one environmental factor. In summary, 18889 genes were tested of which we found a larger number of genes to be significantly affected by the variables considering the interaction of the toxicants (CFP*DZN, 15.8%) and the interaction of the toxicants with temperature (CPF*Temp, 15.5% and DZN*Temp, 11.8%). The temperature alone and interacting with other factors, affected 87.2% of the differentially expressed genes (6623), while the variables including toxicants affected 72.8% of them. Therefore, the overall influence of temperature on gene expression was larger than of the toxicants as it affected more genes.

**Figure 5:**
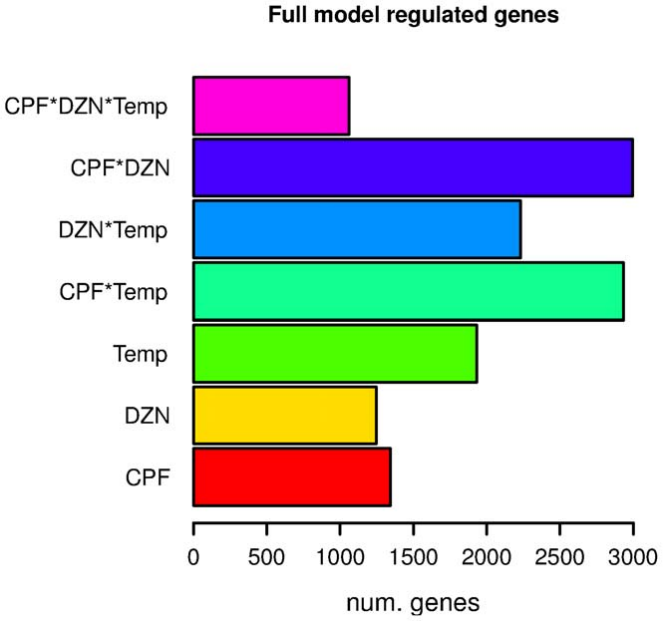
Number of genes significantly regulated by toxicants, temperature and interactions in a full model analysis. We analyzed the transcriptional effect of chlorpyrifos (CPF) and diazinon (DZN), at different temperatures (Temp) using a linear model that considered interactions between environmental factors. In this way, genes significantly affected (−log p-value >2) by CPF, DZN, Temp or any interaction between them (CPF*Temp, DZN*Temp, CPF*DZN*Temp) were identified. Table S8 shows the total numbers and the overlapping genes between variables.

We also investigated the biological functions associated to the significant genes per variable. Figures S2, S3 and S4 show the tree distribution of GO terms and the significant terms per treatment (full table and p-values in Table S10). As expected, the analysis showed regulation of monooxygenase activity, lipid transport and metabolic process among others in all categories. Some GO terms were significantly enriched for only one variable. For example, the GO term associated to cellular components of the presynaptic active zone was enriched in the DZN significant genes. More terms were affected only by temperature such as protein folding, dephosphorylation or ATPase activity. Likewise, the domain enrichment analysis indicated overrepresentation of domains related with known responses to OP treatments [4], [28] like detoxification and metabolic transport. Among domains enriched only in one variable we identified ABC transporter-like domains by Temp, CUB-like domains by DZN, or protein of unknown function DUF23 by the interaction CPF*Temp (Table S11).

### Gene-by-environment interactions on detoxification genes

Our first comparison of regulated genes by OP treatments showed a large number of detoxification genes significantly affected by the different treatments and differences in the number of regulated genes (Figure 4 and Figure S1). In detail, we observed a higher percentage of detoxification genes (CYP, SDR, GST, UDP, ABC and NR genes) in the lists of significantly affected genes by DZN (5.2%), Temperature (4.3%), and the interaction CPF*DZN*Temp (4.1%), while lower percentages were observed for the other variables: CPF (3.5%), DZN*Temp (3.4%), CPF*Temp (3.4%) and CPF*DZN (3.6%).

Figure 6 shows the number of detoxification genes regulated by each variable in the linear model. Asterisks in the graph indicated that the number of genes was significantly enriched in a specific group of genes, i.e. considering the number of significant genes by each treatment, the proportion of genes with the domain (e.g. CYP) was statistically relevant. Table S12 shows all the significantly affected detoxification genes, and a summary with CYP genes can be found in Table S7B. In general from all the figures, we would conclude that temperature was a relevant factor in detoxification since it was significantly enriched for ABC, GST, UDP and SDR domains (see also Table 11). Likewise, temperature interaction with CPF and DZN was significantly enriched for CYP and NR, suggesting that a change in temperature may modify the toxicological outcome to OP exposures since their toxicity is determined by oxon production. Also, toxicant interactions (CPF*DZN) revealed a significant enrichment in CYP genes and NR genes, which may be a consequence of binding competition between OP to CYP.

**Figure 6:**
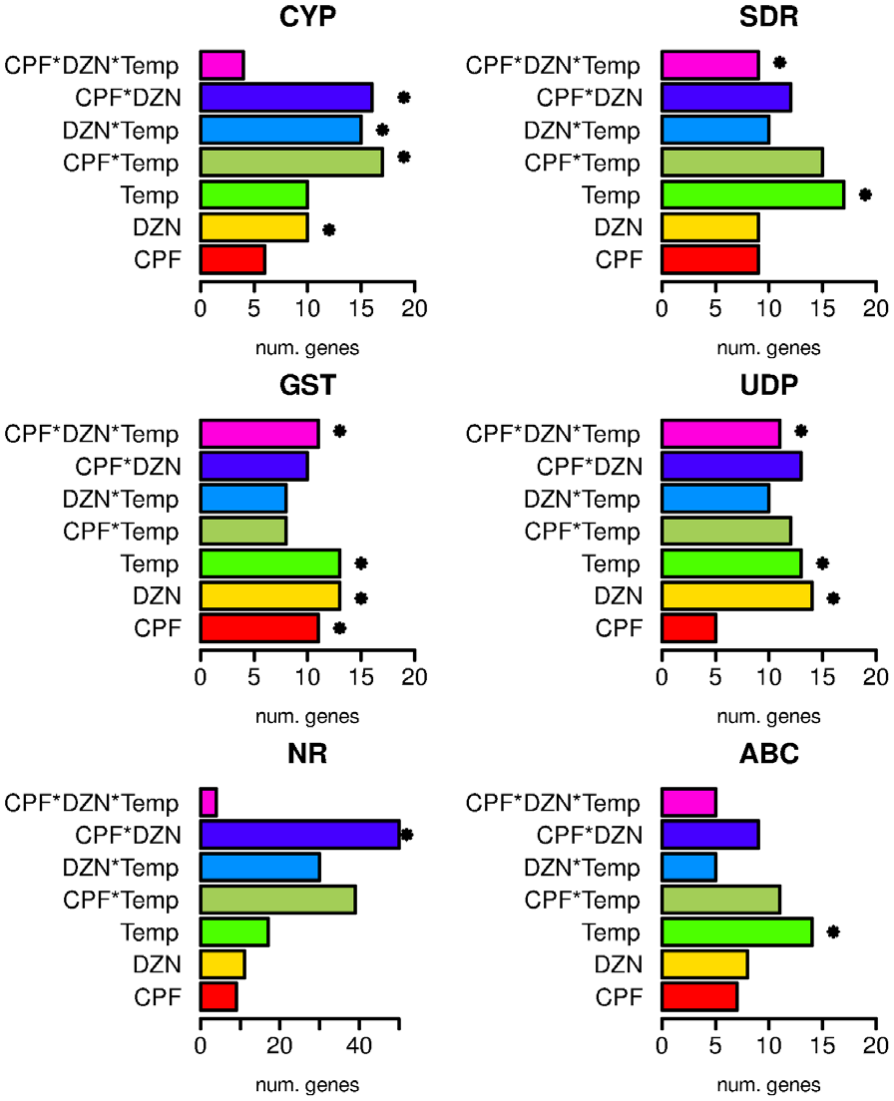
Gene-by-environment interactions on detoxification genes. From the significantly regulated genes in the full model analysis (Figure 5) we selected and plot here the detoxification genes: cytochrome P450 enzymes (CYPs), short chain dehydrogenases (SDR), UDP-glucuronosyl transferases (UGT), glutathione-S-transferases (GST), ABC-transporters (ABC), and nuclear receptor (NR). The full model considered the effect of both toxicants (CPF, DZN) and the temperature (Temp) and any interaction between them (CPF*Temp, DZN*Temp, CPF*DZN*Temp). Asterisks indicate that the domains were significantly enriched in each treatment.

## Discussion

We previously found that CPF and DZN induced dissimilar genes, although they share a similar mode-of-action [28]. Moreover, we showed that the toxicant interactions modified their transcriptional outcome inducing a specific gene transcription response. The effect of temperature treatment was studied by comparing the expression profiles from worms treated with CPF, DZN and a low dose mixture of both at 24°C to the expression profiles from worms treated with identical toxicant concentrations and rearing treatments at 16°C [28]. The gene expression and GO term analysis at 16°C was based on Rank Products method which does not identify the effect of toxicant-temperature interactions. For this purpose the data from the 16°C experiment were re-analyzed together with the data from 24°C. Our results show that there was the lack of commonly regulated genes between the two pesticides at different temperatures. Comparisons across treatments showed that CPF and DZN had also little in common regarding gene expression. Moreover, at 16°C the number of significantly regulated genes was smaller than at 24°C. Yet, the GO terms were able to describe the relative significance of each biological function within the number of significantly regulated genes. The most relevant biological functions affected were similar in all the studies, even when the top significant genes change with a different statistical method [28]. Likewise, the mixture treatments had very different regulated genes to CPF and DZN single treatments. Both results are relevant for toxicological studies, since pesticide classifications are often based on primary enzyme targets, with little reference to non-targets and their effects, such as investigated in this study.

Mixture exposures showed very different transcriptional responses from single toxicants treatments. Our first analysis (Figures 1 to [Fig pone-0024676-g002] [Fig pone-0024676-g003] 4) treated the combined exposure to CPF+DZN as a different independent toxicant treatment. The model attributed the observed gene expression differences to one of the explanatory variables in each model, which were the three toxicant treatments (CPF, DZN and CPF+DZN). It revealed the above mentioned little similarities in transcriptional responses between all the treatments. For example, some biological functions were similarly affected by CPF and the combination, e.g. asymmetric protein localization; while for others the mixture effect was similar to DZN, like ATP binding (Figure 2). Moreover, it showed that the combination may act as a different toxicant affecting different and unique processes, e.g. transcription regulator activity (Figure 2). On the other hand, the full linear model (Figures 5 and 6) allowed us to study gene-by-environment interactions between the different toxicants and temperatures. The full model took into consideration that the combined treatment may have transcriptional responses beyond the single toxicants exposures responses. It attributed the source of gene expression differences to one of the explanatory variables in the model, including interactions. For example, we could determine that in CPF and DZN combined exposures the sequence-specific DNA binding activity (GO:0043565) was affected as a consequence of a toxicant interaction (p-value 1.3303 for CPF*DZN), which was not observed in the single treatments (Table S10). Still, both models complemented each other to reveal the similar and dissimilar biological functions regulated in mixtures treatments compared to single treatments. For instance, the GO term lipid transporter activity (GO:0005319) was significantly enriched in CPF treatment at 16°C and in all treatments at 24°C (Figure 2). In a full model with interactions, the same GO term was enriched in genes affected by temperature, and the interactions between i) CPF*Temp, DZN*Temp and ii) CPF*DZN. The first result suggested that both CPF and DZN had an influence on lipid transport, and that such an influence was temperature dependent. In addition, the second result suggested that the both toxicants affected lipid transport activity in combined treatments as a consequence of toxicants interactions and temperature changes. In summary, both analyses of combined treatments revealed the many differences in gene transcriptional responses to single treatments as a consequence of temperature-toxicants interactions. Moreover, it supported previous results and studies suggesting that transcriptional responses to mixtures may not be defined in terms of antagonistic or synergistic effects, but in terms of interacting or not interacting toxicants.

Temperature affects almost all biological processes, including the transcriptional consequences of toxicants exposure. All the analyses showed an increase in the number of regulated genes at higher temperatures, and a small overlap between toxicants affected genes at different temperatures (Figure 3). As a consequence of the higher number of regulated genes, the single treatments significantly affected more biological processes at higher temperature (Table S3). In addition, the full model indicated that the overall influence of temperature was larger than the toxicants as it affected more genes, by itself or as interacting factor. Therefore, the toxicant modifications on gene expression and on some biological processes were affected by changes in temperature. For example, time of growth and development in *C. elegans* is negatively correlated with temperature. We identified embryonic development (GO:0009790) as a biological function affected by the temperature in the full model analysis. With the same model, affected genes by CPF, DZN and the interaction CPF*DZN*Temp were enriched for the same GO term. However, when the temperature effect was not considered this GO term was significantly enriched at 24°C for all treatments, but not at lower temperature. Because *C. elegans* develops faster at higher temperature, the toxicant exposure had a stronger influence on developmental genes at high temperature than it had a 16°C. Likewise, we observed that temperature modified the expression of many other genes affected by the toxicants (CPF*Temp and DZN*Temp interactions). This was in agreement with toxicological studies in other species showing increased effect of both toxicants with an increased temperature [11], [12], [30]. In this regard, increased metabolic uptake and increased toxicant accumulation has been considered a main cause for increased toxicant effect with temperature. At the transcriptional level, we observed a similar response with an increase in the number of significantly affected genes and biological processes at higher temperatures as a result of toxicant-temperatures interactions.

Temperature affected detoxification genes in single and combined treatments independently from the OP effects. One of the few common regulated processes at all temperatures was associated to detoxification genes; however, not all detoxification genes had the same response to temperature and toxicants interactions. The analysis of commonly regulated genes at different temperatures (Figure 3 and Tables S5 and S6) indicated that CYP genes were regulated by all the toxicants independently from temperature. In that sense, the full model indicated significant effect on CYP genes expression by DZN, and the interactions between CPF*Temp, DZN*Temp and CPF*DZN. In other words, toxicants exposures were necessary to trigger CYP genes expression differences and the temperature changes were not enough to explain and possibly induce those differences. Indeed, a group of genes seemed to have specificity in their responses to either CPF or DZN, with weakly or no influence by temperature (Table S5).

From gene expression results it is difficult to evaluate the antagonistic or synergistic effects between toxicants because the regulation of different genes buffers the effects of increased toxicant concentrations and interacting effects. Therefore, antagonistic or synergistic concepts have a lack of meaning to describe toxicants interactions at gene expression level. Yet, they allow for analyzing toxicant effects on specific biological functions. An example was shown for detoxification genes (Figures 4 and 6). In general, more detoxification genes were regulated in the mixture treatments suggesting a synergistic effect. Logic dictates that because the worms were exposed to higher concentrations of both toxicants, more enzymatic activity was required to detoxify the chemicals. However, a similar principle should apply in DZN treatments vs. CPF treatment, and this was not the case. At lower temperature, all the treatments regulated similar numbers of CYP, SDR and UDP, while at higher temperatures CPF and DZN had similar numbers of SDR and UDP, but very different numbers of CYP, NR or GST genes. These results suggest that at a lower temperature, the toxicant concentration was less relevant to explain the number of regulated detoxification genes; but that at higher temperature, the higher chemical concentration induced a higher interacting effect of the chemicals on some genes.

In conclusion, we analyzed the transcriptional responses to interacting environmental stressors. Three factors were considered: the toxicants CPF and DZN, and temperature. We focused our analysis on detoxification genes because toxicity on OP can be partially explained by bioactivation of OP to highly toxic oxon forms mediated by detoxification enzymes. Our results indicated that the expression of detoxification genes is modulated by the interaction of toxicants. On the other hand, we showed that the interaction between temperature and toxicants has a major effect on the expression of detoxification and other genes. Next to temperature, the interaction with the genetic background is another mode by which the effects of toxicants on gene expression can be modified. We showed that gene expression is variable during aging and is affected by genotype by age interactions [31]. It is likely that the toxicant effects on gene expression are not only determined by dosage/environment, but also by genotype and age and the interaction between those factors. Temperature had a strong effect on transcript abundance as it affected the expression of many genes. Moreover, a larger number of detoxification genes were significantly regulated by the interactions between temperature and the toxicants than by the OP alone. Indeed, it has been shown that toxicity of OP increased with temperatures [11], [12]; accordingly, our results suggest that higher toxicity of OP with temperature is a consequence of gene-environment interactions on detoxification genes. This is especially important when evaluating and translating the effects of altered gene expression profiles to higher organization levels. For instance by relating the genetic control of body size or other complex traits to the population level in disturbed environments [32], [33]. Finally, it shows that many effects on gene expression of combination of treatments cannot be deduced by combining the results from the single treatments.

## Methods

### *C. elegans* culturing

The Bristol N2 strain was cultured on standard nematode growth medium (NGM) with *E. coli* OP50 as food source. Nematodes were bleached (0.5 M NaOH, 1% hypochlorite) and eggs were collected and inoculated in (9 cm diameter) dishes with the toxicants. After 40 hours at 24°C, late L3 stage nematodes were collected, frozen in liquid nitrogen and kept at −80°C until the RNA extraction procedure [28]. This developmental stage was the same for worms reared at 16°C and harvested for RNA after 72 hours [28], [31].

### Toxicant treatments

Because we aimed to study the gene transcriptional effects of exposure to the pesticides at levels that did not affect development or reproduction of the worms, we focused on pesticide concentrations below the levels that elicit a clear toxic effect. The selection of the test concentrations was based on the EC50 levels of CPF and DZN for reproduction. In previous studies using *C. elegans*, EC50 values for CPF differed among different experiments (same culture media) (EC50 = 3.5 mg/L [34] and 0.9–1.3 mg/L [35]). Based on these data we selected 2 mg/L as a reasonable value for the EC50 of CPF. For DZN, a much larger variation of EC50 values was found [34], ranging from (2.8 mg/L to 203 mg/L). In order to prevent having DZN levels affecting the worms, we chose 4 mg/L as a reasonable value for the EC50 of DZN. We then decided to analyze gene expression in response to the toxicants concentrations a factor 4 below the EC50 values for CPF and DZN. We expected that no developmental effects would occur at these levels, whereas the exposure levels were thought to be high enough to affect gene expression. In line with our expectations, we did not observe any developmental effects which is in agreement with previous studies showing that, at a factor 4 below the EC50, no observable sublethal effects were recorded [36], [37].

The concentrations were 0.5 mg/l of CPF (Cyren®/Nufos®, Cheminova A/S [Lemvig, Denmark]) and 1.0 mg/l of DZN (Supelco [Bellefonte, Pennsylvania 16823, USA]).

The combination of the two OP contained the exact sum of both single concentrations (DZN [1 mg/L] and CPF [0.5 mg/L]). Both the compounds CPF and DZN were chemically stable throughout our experimental periods. CPF has been shown to be highly stable for weeks in many different environments [38]. That is also one of the reasons why Svendsen *et al*. [35] used the same compound in chronic *C. elegans* studies. Also DZN is a very stable compound [39]. No degradation occurs within the exposure periods of a few days we used. Based on the EC50 values, the combination was equitoxic for both compounds. Here we defined equitoxic as the situation where the Toxic Units (TU) of the two compounds are equal. A TU  =  (concentration of compound)/EC50_compound_ [9], [10]. We observed that CPF treated worms were slightly less mobile compared to the control, but this effect was very mild and hardly noticeable. The experiment started with eggs placed on NGM dishes with the toxicants and *E. coli* OP50 as food source. After 40 hours at 24 °C, worms from 4 petri-dishes were collected as one sample. A total of 6 replicates per treatment were collected (24 petri dishes), and immediately frozen in liquid nitrogen until RNA extraction. All OP were dissolved in acetone and added to 10 ml of NGM poured in each 9 cm petri dish used for the culture. Nematodes without treatments were grown simultaneously with similar concentrations of acetone in a control culture.

### Microarrays

RNA from nematodes was extracted following the Trizol method, and the RNeasy Micro kit (Quiagen, Valencia, CA, USA) was used to clean up the samples. Labeled cDNA was produced with the kit Array 900 HS from Genisphere and Superscript II from Invitrogen. The 60-mers arrays were purchased by Washington University and they were hybridized following the Genisphere Array 900 HS protocol with modifications. Extracts from CPF, DZN and the CPF/DZN combination exposures were hybridized with the control samples in each array. Six independent biological replicates were used per treatment to produce six replicated microarrays per experiment in a dye-swap design.

All microarray raw data and normalized data have been deposited in Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/), a MIAME compliant database, with the accession number GSE24257. Microarray platform information number in GEO: GPL4038. Expression profiles of *C. elegans* exposure at 16°C were downloaded from GEO (GSE16719).

### Microarray Analysis

A Perking & Elmer scanner was used to extract the raw intensities from the microarrays. Preprocessing and normalization of all microarrays (16°C and 24°C) were done in the R software [40] using Limma package [41]. The Loess method [42] was used for normalization within arrays and normalization between arrays was done using aquantile method [43], both of them are included in the Limma package for R. Outliers from all experiments were identified using a linear model per toxicant. The models fit log2 expression values according to the toxicant treatment (CPF, DZN or CPF+DZN) at two temperatures (16°C and 24°C) and remove values outside the 0.995 confidence interval, one spot at the time, recursively. No more than 6 values were allowed to be removed.

To identify the differentially expressed genes in each treatment we used linear models per toxicant and temperature (gene expression  =  Toxicant (effect) + error). The lm function in R stats package was used to implement the linear models analysis with recommended default options [40]. For threshold determination we used a permutation approach. For each of the 23,232 permutations used we randomly picked a transcript (array spot), which could only be picked once. We combined all the expression values of this transcript and randomly distributed them over the replicates and used them in the linear model. In this way we obtained a threshold for each of the toxicants. We used a −log10 p-value 2 as common threshold for the analysis, which resembles to the following FDR per toxicant: 0.0155 for CPF at 24°C, 0.0148 for DZN at 24°C, 0.0168 for CPF+DZN at 24°C, 0.0142 for CPF at 16°C, 0.0151 for DZN at 16°C, and 0.0148 for CPF+DZN, at 16°C.

To estimate the influence of interacting environmental factors (toxicants and temperature) we used a full linear model (lm function in R) with all the toxicants and both temperatures as influential variables for gene expression (gene expression  =  CPF (effect) * DZN (effect) * Temperature (effect) + error). Therefore, we were able to estimate the effect of each factor on the measured variation in gene expression as well as the effect of any possible interaction between them. For threshold determination we used similar permutation approach as above. We also used a −log10 p-value 2 as common threshold, which resembles to the following FDR per variable: 0.0096 for CPF, 0.0098 for DZN, 0.0098 for Temp, 0.0098 for CPF*Temp, 0.0098 for DZN*Temp, 0.0102 for CPF*DZN, 0.0099 for CPF*DZN*Temp.

### Detoxification genes

We identified genes involved in detoxification based on protein domains. For each category of enzymes or proteins referred in the text (CYP, SDR, UDP, GST, ABC) we selected functional domains related to their function in INTERPRO (www.ebi.ac.uk/interpro/). Information of functional domains in *C. elegans* genes was downloaded from Wormbase [44] using the last stable release WB195. In this way, we assumed a gene with a domain, predicted or confirmed, related to detoxification is a candidate gene to be involved in OP metabolism.

Domain IDs used were: CYP (PF00067, IPR001128, IPR002397, IPR002401, IPR002402, IPR002403); SDR (PF00106, IPR002198); UDP (PF00201, IPR002213); GST (IPR010987, IPR004045, IPR004046, PF02798, IPR005442, IPR003082, PF00043); ABC (IPR003439, IPR011527, PF00005, IPR010509, PF06472).

Nuclear Receptors were selected from literature [45].

### Enrichment analysis

Gene Ontology (GO) data and functional domain data were extracted also from Wormbase release WB195 [44]. GO terms and domains with less than 4 genes were discarded. Over-represented groups of GO terms and domains were identified using a hypergeometric test (P-value <0.05) with the R function phyper form the R basic package stats [40]. In this way we analyzed 396 unique GO terms and 1003 unique INTERPRO id numbers, from 16,947 and 8682 annotated genes, respectively. R packages topGO [46], GO.db [47], annotate [48] and Rgraviphz [49] were used to produce Figures S2, S3 and S4.

## Supporting Information

Figure S1 **Percentage of the total number of detoxification genes regulated by treatment and temperature.**
(PDF)

Figure S2 **Molecular Function GO tree representation for significantly enriched terms and their parents.** Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.
(PDF)

Figure S3 **Biological Process GO tree representation for significantly enriched terms and their parents.** Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.
(PDF)

Figure S4 **Cellular Component GO tree representation for significantly enriched terms and their parents.** Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.
(PDF)

Table S1 **Significantly affected genes by each of the analyzed toxicants and two temperatures.** Each worksheet contains the list of affected genes by each treatment.
(XLS)

Table S2 **List of commonly regulated genes by all toxicants treatments at each temperature: 10 genes at 16°C and 53 at 24°C (** **Figure 1** **).**
(DOC)

Table S3 **List of enriched Gene Ontology (GO) terms in regulated genes by toxicants at different temperatures (from** **Figure 1** **).** GO data were extracted from Wormbase release WB195. First column shows the GO ID number. Next six columns show the −log10 p-value for each treatment. The description of the GO term is also shown. Cells in yellow indicate significant GO terms (p-value <0.05 or −log10 p-value >1.3, hypergeometric test)
(XLS)

Table S4 **List of enriched functional domains in regulated genes by toxicants at different temperatures (from** **Figure 1** **).** Domains associations were extracted from Wormbase release WB195. First column shows the INTERPRO ID number. Next six columns show the −log10 p-value for each treatment. The description of the domain term is also shown. Cells in yellow indicate significant domains (p-value <0.05 or −log10 p-value >1.3, hypergeometric test)
(XLS)

Table S5 **List of commonly regulated genes per toxicant at both temperatures: 75 genes for CPF, 72 genes for DZN, and 112 genes for CPF+DZN (** **Figure 3** **).**
(DOC)

Table S6 **List of enriched functional domains in regulated genes by toxicants at different temperatures (from** **Figure 3** **and Table S5).**
(DOC)

Table S7 **List of significantly regulated cytochrome P450 genes by CPF, DZN and temperature.**
(DOC)

Table S8 **Significantly affected genes in the full model analysis (** **Figure 5** **).** Each worksheet contains the list of affected genes by each factor: chlorpyrifos (CPF), diazinon (DZN), temperature (Temp); and the interactions of them: CPF*Temp, DZN*Temp, CPF*DZN, CPF*DZN*Temp.
(XLS)

Table S9 **Number of significantly expressed genes per variable in the full model (** **Figure 5** **) and the overlap between variables.** Numbers of gene per variable are indicated in bold (diagonal). Since a gene may be affected by more than one variable, the overlap between variables is also indicated. The last row shows the number of genes significantly affected by only one variable.
(DOC)

Table S10 **List of enriched Gene Ontology (GO) terms in regulated genes by toxicants at different temperatures in the full model analysis (from** **Figure 5** **).** GO data were extracted from Wormbase release WB195. First column shows the GO ID number. Next six columns show the −log10 p-value for each treatment. The description of the GO term is also shown. Cells in yellow indicate significant GO terms (p-value <0.05 or −log10 p-value >1.3, hypergeometric test)
(XLS)

Table S11 **List of enriched functional domains in regulated genes by toxicants at different temperatures in the full model analysis (from** **Figure 5** **).** Domains associations were extracted from Wormbase release WB195. First column shows the INTERPRO ID number. Next six columns show the −log10 p-value for each treatment. The description of the domain term is also shown. Cells in yellow indicate significant domains (p-value <0.05 or −log10 p-value >1.3, hypergeometric test)
(XLS)

Table S12 **List of significantly regulated detoxification genes by CPF, DZN and temperature.** Worksheet *Single models* include all the genes predicted to code for CYP, SDR, GST or UDP domains and significantly affected by at least one of the treatments using a model that only considered independent effects. Worksheet *Full model* include all the genes predicted to code for CYP, SDR, GST or UDP domains and significantly affected by at least one of the treatments using a model that considered interacting effects.
(XLS)

## References

[1] Pope CN (1999). Organophosphorus Pesticides: They all have the same mechanism of toxicity?. Journal of Toxicology and Environmental Health Part B: Critical Reviews.

[2] Slotkin TA, MacKillop EA, Ryde IT, Tate CA, Seidler FJ (2007). Screening for developmental neurotoxicity using PC12 cells: Comparisons of organophosphates with a carbamate, an organochlorine, and divalent nickel.. Environmental Health Perspectives.

[3] Slotkin TA, Seidler FJ (2007). Comparative developmental neurotoxicity of organophosphates in vivo: Transcriptional responses of pathways for brain cell development, cell signaling, cytotoxicity and neurotransmitter systems.. Brain Research Bulletin.

[4] Lewis J, Szilagyi M, Gehman E, Dennis W, Jackson D (2009). Distinct patterns of gene and protein expression elicited by organophosphorus pesticides in *Caenorhabditis elegans*.. BMC Genomics.

[5] Hook SE, Skillman AD, Gopalan B, Small JA, Schultz IR (2008). Gene expression profiles in rainbow trout, *Onchorynchus mykiss,* exposed to a simple chemical mixture.. Toxicol Sci.

[6] Mumtaz MM, Tully DB, El-Masri HA, De Rosa CT (2002). Gene induction studies and toxicity of chemical mixtures.. Environmental Health Perspectives.

[7] Jonker MJ, Svendsen C, Bedaux JJM, Bongers M, Kammenga JE (2005). Significance testing of synergistic/antagonistic, dose level-dependent, or dose ratio-dependent effects in mixture dose-response analysis.. Environmental Toxicology and Chemistry.

[8] Spurgeon DJ, Jones OAH, Dorne J-LCM, Svendsen C, Swain S (2010). Systems toxicology approaches for understanding the joint effects of environmental chemical mixtures.. Science of The Total Environment.

[9] Jonker MJ, Piskiewicz AM, Castellà NII, Kammenga JE (2004). Toxicity of binary mixtures of cadmium-copper and carbendazim-copper to the nematode *Caenorhabditis elegans.*. Environmental Toxicology and Chemistry.

[10] Jonker MJ, Sweijen RAJC, Kammenga JE (2004). Toxicity of simple mixtures to 14. the nematode *Caenorhabditis elegans* in relation to soil sorption.. Environmental Toxicology and Chemistry.

[11] Osterauer R, Köhler H-R (2008). Temperature-dependent effects of the pesticides thiacloprid and diazinon on the embryonic development of zebrafish (*Danio rerio*).. Aquatic Toxicology.

[12] De Silva PMCS, Pathiratne A, van Gestel CAM (2009). Influence of temperature and soil type on the toxicity of three pesticides to *Eisenia andrei.*. Chemosphere.

[13] Bindesbøl AM, Bayley M, Damgaard C, Holmstrup M (2009). Impacts of heavy metals, polyaromatic hydrocarbons, and pesticides on freeze tolerance of the earthworm *Dendrobaena octaedra*.. Environmental Toxicology and Chemistry.

[14] Poet TS, Wu H, Kousba AA, Timchalk C (2003). In vitro rat hepatic and intestinal metabolism of the organophosphate pesticides chlorpyrifos and diazinon.. Toxicol Sciences.

[15] Eaton DL, Daroff RB, Autrup H, Bridges J, Buffler P (2008). Review of the toxicology of chlorpyrifos with an emphasis on human exposure and neurodevelopment.. Critical Reviews in Toxicology 38:.

[16] Reichert K, Menzel R (2005). Expression profiling of five different xenobiotics using a *Caenorhabditis elegans* whole genome microarray.. Chemosphere.

[17] Menzel R, Rödel M, Kulas J, Steinberg CEW (2005). CYP35: Xenobiotically induced gene expression in the nematode *Caenorhabditis elegans*.. Archives of Biochemistry and Biophysics.

[18] Roh J-Y, Jung I-H, Lee J-Y, Choi J (2007). Toxic effects of di(2-ethylhexyl)phthalate on mortality, growth, reproduction and stress-related gene expression in the soil nematode *Caenorhabditis elegans*.. Toxicology.

[19] Cui Y, McBride S, Boyd W, Alper S, Freedman J (2007). Toxicogenomic analysis of *Caenorhabditis elegans* reveals novel genes and pathways involved in the resistance to cadmium toxicity.. Genome Biology.

[20] Kulas J, Schmidt C, Rothe M, Schunck W-H, Menzel R (2008). Cytochrome P450-dependent metabolism of eicosapentaenoic acid in the nematode *Caenorhabditis elegans*.. Archives of Biochemistry and Biophysics.

[21] Holmstrup M, Bindesbøl A-M, Oostingh GJ, Duschl A, Scheil V (2010). Interactions between effects of environmental chemicals and natural stressors: A review.. Science of The Total Environment.

[22] Scheil V, Köhler H-R (2009). Influence of nickel chloride, chlorpyrifos, and imidacloprid in combination with different temperatures on the embryogenesis of the zebrafish *Danio rerio*.. Archives of Environmental Contamination and Toxicology.

[23] Gillooly JF, Brown JH, West GB, Savage VM, Charnov EL (2001). Effects of size and temperature on metabolic rate.. Science.

[24] Sørensen JG, Nielsen MM, Kruhøffer M, Justesen J, Loeschcke V (2005). Full genome gene expression analysis of the heat stress response in *Drosophila melanogaster*.. Cell Stress and Chaperones.

[25] Lee S-J, Kenyon C (2009). Regulation of the longevity response to temperature by thermosensory neurons in *Caenorhabditis elegans*.. Current Biology.

[26] Nota B, Van Straalen NM, Ylstra B, Roelofs D (2010). Gene expression microarray analysis of heat stress in the soil invertebrate *Folsomia candida*.. Insect Molecular Biology.

[27] Li Y, Alvarez OAA, Gutteling EW, Tijsterman M, Fu JJ (2006). Mapping determinants of gene expression plasticity by genetical genomics in *C. elegans*.. Plos Genetics.

[28] Viñuela A, Snoek LB, Riksen JAG, Kammenga JE (2010). Genome-wide gene expression analysis in response to organophosphorus pesticide chlorpyrifos and diazinon in *C. elegans*.. PLoS ONE.

[29] Lindblom TH, Dodd AK (2006). Xenobiotic detoxification in the nematode *Caenorhabditis elegans*.. Journal of Experimental Zoology Part A: Comparative Experimental Biology.

[30] Lydy MJ, Belden JB, Ternes MA (1999). Effects of temperature on the toxicity of M-parathion, chlorpyrifos, and pentachlorobenzene to *Chironomus tentans*.. Archives of Environmental Contamination and Toxicology.

[31] Viñuela A, Snoek LB, Riksen JAG, Kammenga JE (2010). Genome-wide gene expression regulation as a function of genotype and age in *C. elegans*.. Genome Research.

[32] Kammenga JE, Doroszuk A, Riksen JAG, Hazendonk E, Spiridon L (2007). A *Caenorhabditis elegans* wild type defies the temperature-size rule owing to a single nucleotide polymorphism in *tra-3*.. PLoS Genetics.

[33] Spurgeon DJ, Svendsen C, Weeks JM, Hankard PK, Stubberud HE (2003). Quantifying copper and cadmium impacts on intrinsic rate of population increase in the terrestrial oligochaete *Lumbricus rubellus*.. Environmental Toxicology and Chemistry.

[34] Martin HL, Svendsen C, Lister LJ, Gomez-Eyles JL, Spurgeon DJ (2009). Measurement and modelling of the toxicity of binary mixtures in the nematode *Caenorhabditis elegans* - A test of independent action.. Environmental Toxicology and Chemistry.

[35] Svendsen C, Siang P, Lister LJ, Rice A, Spurgeon DJ (2010). Similarity, independence, or interaction for binary mixture effects of nerve toxicants for the nematode *Caenorhabditis elegans*.. Environmental Toxicology and Chemistry.

[36] Rajini PS, Melstrom P, Williams PL (2008). A comparative study on the relationship between various toxicological endpoints in *Caenorhabditis elegans* exposed to organophosphorus insecticides.. Journal of Toxicology and Environmental Health, Part A,.

[37] Boyd WA, Smith MV, Kissling GE, Freedman JH (2010). Medium- and high-throughput screening of neurotoxicants using *C. elegans*.. Neurotoxicology and Teratology.

[38] Fang H, Yu YL, Wang XG, Chu XQ, Pan XD (2008). Effects of repeated applications of chlorpyrifos on its persistence and soil microbial functional diversity and development of its degradation capability.. Bulletin of Environmental Contamination and Toxicology.

[39] Drezina B, Stegu M (2007). Degradation study of selected organophosphorus insecticides in natural waters.. International Journal of Environmental Analytical Chemistry 87:.

[40] Computing RFfS, Team RDC (2011). R: A language and environment for statistical computing..

[41] Smyth GK (2005). Limma: Linear models for microarray data. Bioinformatics and Computational Biology Solution Using R and Bioconductor..

[42] Smyth GK, Speed T (2003). Normalization of cDNA microarray data.. Methods.

[43] Yang YH, Thorne NP, Goldstein DR (2003). Normalization for two-color cDNA microarray data.. Science and Statistics: A Festschrift for Terry Speed.

[44] Stein L, Sternberg P, Durbin R, Thierry-Mieg J, Spieth J (2001). WormBase: network access to the genome and biology of Caenorhabditis elegans.. Nucleic Acids Research.

[45] Antebi A, WormBook (2006). Nuclear hormone receptors in *C. elegans.*. http://www.wormbook.org.

[46] Alexa A, Rahnenführer J, Lengauer T (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure Bioinformatics..

[47] Carlson M, Falcon S, Pages H, Li N (2007). GO.db: A set of annotation maps describing the entire Gene Ontology.. R package version.

[48] Gentleman R (2003). Annotate: Annotation for microarrays.. R package version.

[49] Gentry J, Long L, Gentleman R, Falcon S, Hahne F (2010). Rgraphviz: Provides plotting capabilities for R graph objects.. R package version.

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Figure S2 — Molecular Function GO tree representation for significantly enriched terms and their parents. Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.

Molecular Function (GO:0003674)

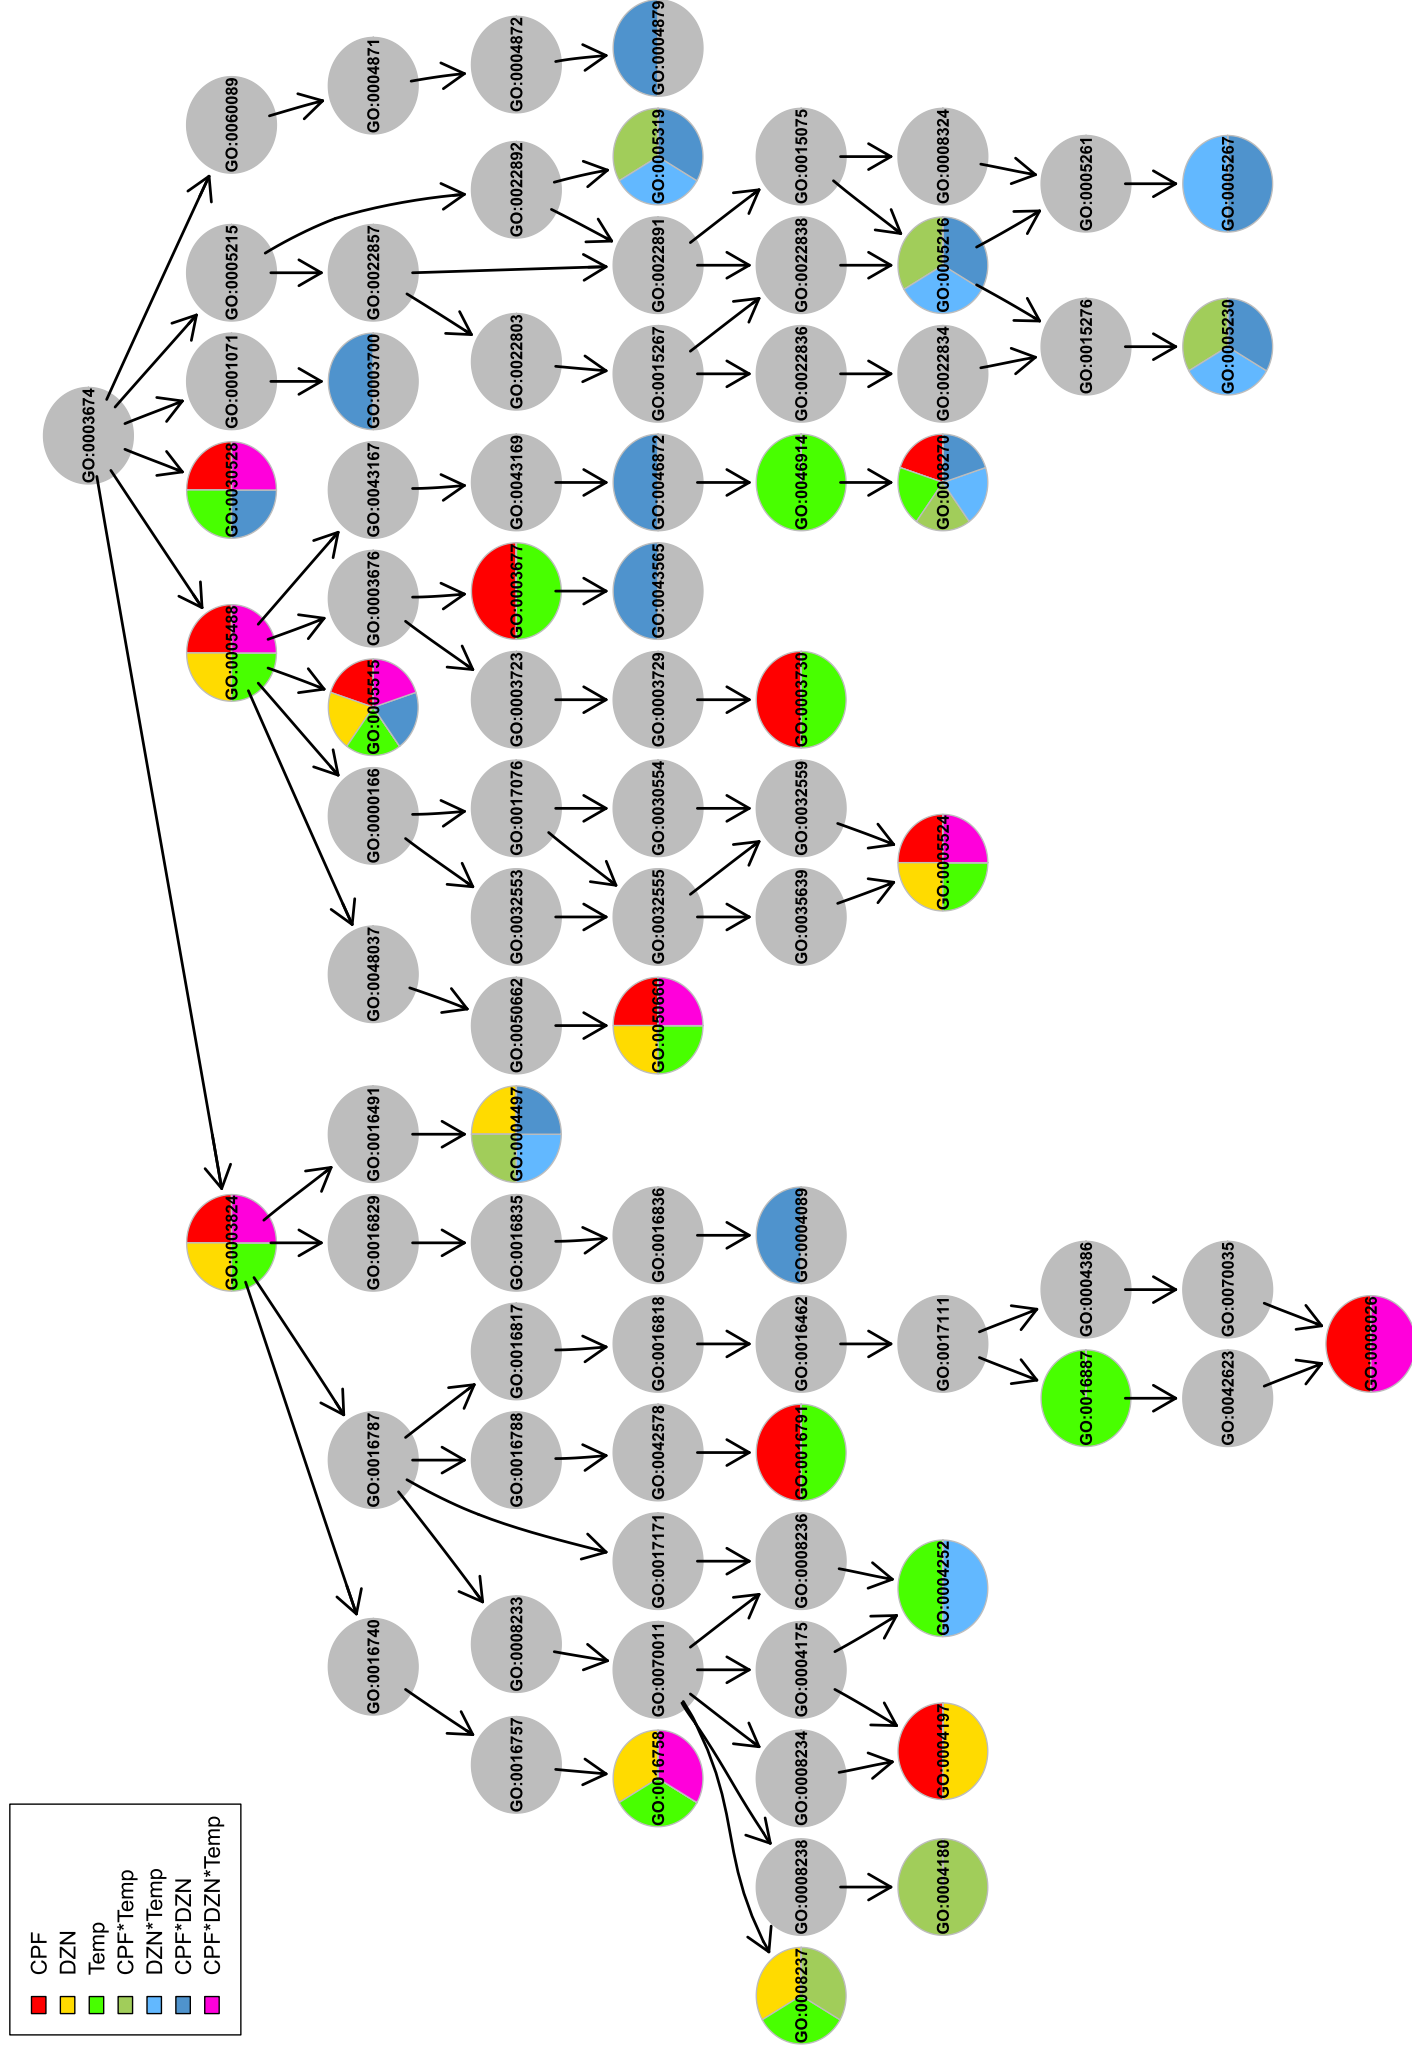

Significant GO terms in at least one treatment	
Go Term ID	Description
GO:0003677	DNA binding
GO:0003730	mRNA 3'-UTR binding
GO:0003824	catalytic activity
GO:0004197	cysteine-type endopeptidase activity
GO:0005488	binding
GO:0005515	protein binding
GO:0005524	ATP binding
GO:0008026	ATP-dependent helicase activity
GO:0008270	zinc ion binding
GO:0016791	phosphatase activity
GO:0030528	transcription regulator activity
GO:0050660	flavin adenine dinucleotide binding
GO:0004497	monooxygenase activity
GO:0008237	metallopeptidase activity
GO:0016758	transferase activity, transferring hexosyl groups
GO:0004252	serine-type endopeptidase activity
GO:0016887	ATPase activity
GO:0046914	transition metal ion binding
GO:0004180	carboxypeptidase activity
GO:0005216	ion channel activity
GO:0005230	extracellular ligand-gated ion channel activity
GO:0005319	lipid transporter activity
GO:0005267	potassium channel activity
GO:0003700	sequence-specific DNA binding transcription factor activity
GO:0004089	carbonate dehydratase activity
GO:0004879	ligand-dependent nuclear receptor activity
GO:0043565	sequence-specific DNA binding
GO:0046872	metal ion binding

Go Term ID	Description	Go Term ID	Description
GO:0003677	DNA binding	GO:0016836	hydro-lyase activity
GO:0003730	mRNA 3'-UTR binding	GO:0017111	nucleoside-triphosphatase activity
GO:0003824	catalytic activity	GO:0022838	substrate-specific channel activity
GO:0004197	cysteine-type endopeptidase activity	GO:0022892	substrate-specific transporter activity
GO:0005488	binding	GO:0032559	adenyl ribonucleotide binding
GO:0005515	protein binding	GO:0035639	purine ribonucleoside triphosphatase binding
GO:0005524	ATP binding	GO:0042578	phosphoric ester hydrolase activity
GO:0008026	ATP-dependent helicase activity	GO:0042623	ATPase activity, coupled
GO:0008270	zinc ion binding	GO:0043169	cation binding
GO:0016791	phosphatase activity	GO:0050662	coenzyme binding
GO:0030528	transcription regulator activity	GO:0070011	peptidase activity, acting on L-amino acid peptides
GO:0050660	flavin adenine dinucleotide binding	GO:0070035	purine NTP-dependent helicase activity
GO:0004497	monooxygenase activity	GO:0003723	RNA binding
GO:0008237	metallopeptidase activity	GO:0004386	helicase activity
GO:0016758	transferase activity, transferring hexosyl groups	GO:0004871	signal transducer activity
GO:0004252	serine-type endopeptidase activity	GO:0005215	transporter activity
GO:0016887	ATPase activity	GO:0008233	peptidase activity
GO:0046914	transition metal ion binding	GO:0008324	cation transmembrane transporter activity
GO:0004180	carboxypeptidase activity	GO:0015267	channel activity
GO:0005216	ion channel activity	GO:0016462	pyrophosphatase activity
GO:0005230	extracellular ligand-gated ion channel activity	GO:0016740	transferase activity
GO:0005319	lipid transporter activity	GO:0016788	hydrolase activity, acting on ester bonds
GO:0005267	potassium channel activity	GO:0016835	carbon-oxygen lyase activity
GO:0003700	sequence-specific DNA binding transcription factor activity	GO:0017171	serine hydrolase activity
GO:0004089	carbonate dehydratase activity	GO:0022834	ligand-gated channel activity
GO:0004879	ligand-dependent nuclear receptor activity	GO:0022891	substrate-specific transmembrane transporter activity
GO:0043565	sequence-specific DNA binding	GO:0030554	adenyl nucleotide binding
GO:0046872	metal ion binding	GO:0032555	purine ribonucleotide binding
GO:0001071	nucleic acid binding transcription factor activity	GO:0043167	ion binding
GO:0003674	molecular_function	GO:0048037	cofactor binding
GO:0003676	nucleic acid binding	GO:0016787	hydrolase activity
GO:0003729	mRNA binding	GO:0016757	transferase activity, transferring glycosyl groups
GO:0004175	endopeptidase activity	GO:0016829	lyase activity
GO:0004872	receptor activity	GO:0017076	purine nucleotide binding
GO:0005261	cation channel activity	GO:0022803	passive transmembrane transporter activity

GO:0008234	cysteine-type peptidase activity		GO:0022836	gated channel activity	
GO:0008236	serine-type peptidase activity		GO:0022857	transmembrane transporter activity	
GO:0008238	exopeptidase activity		GO:0032553	ribonucleotide binding	
GO:0015075	ion transmembrane transporter activity		GO:0060089	molecular transducer activity	
GO:0015276	ligand-gated ion channel activity		GO:0000166	nucleotide binding	
GO:0016491	oxidoreductase activity		GO:0016817	hydrolase activity, acting on acid anhydrides	
GO:0016818	hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Figure S3 — Biological Process GO tree representation for significantly enriched terms and their parents. Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.

Biological Process (GO:0008150)

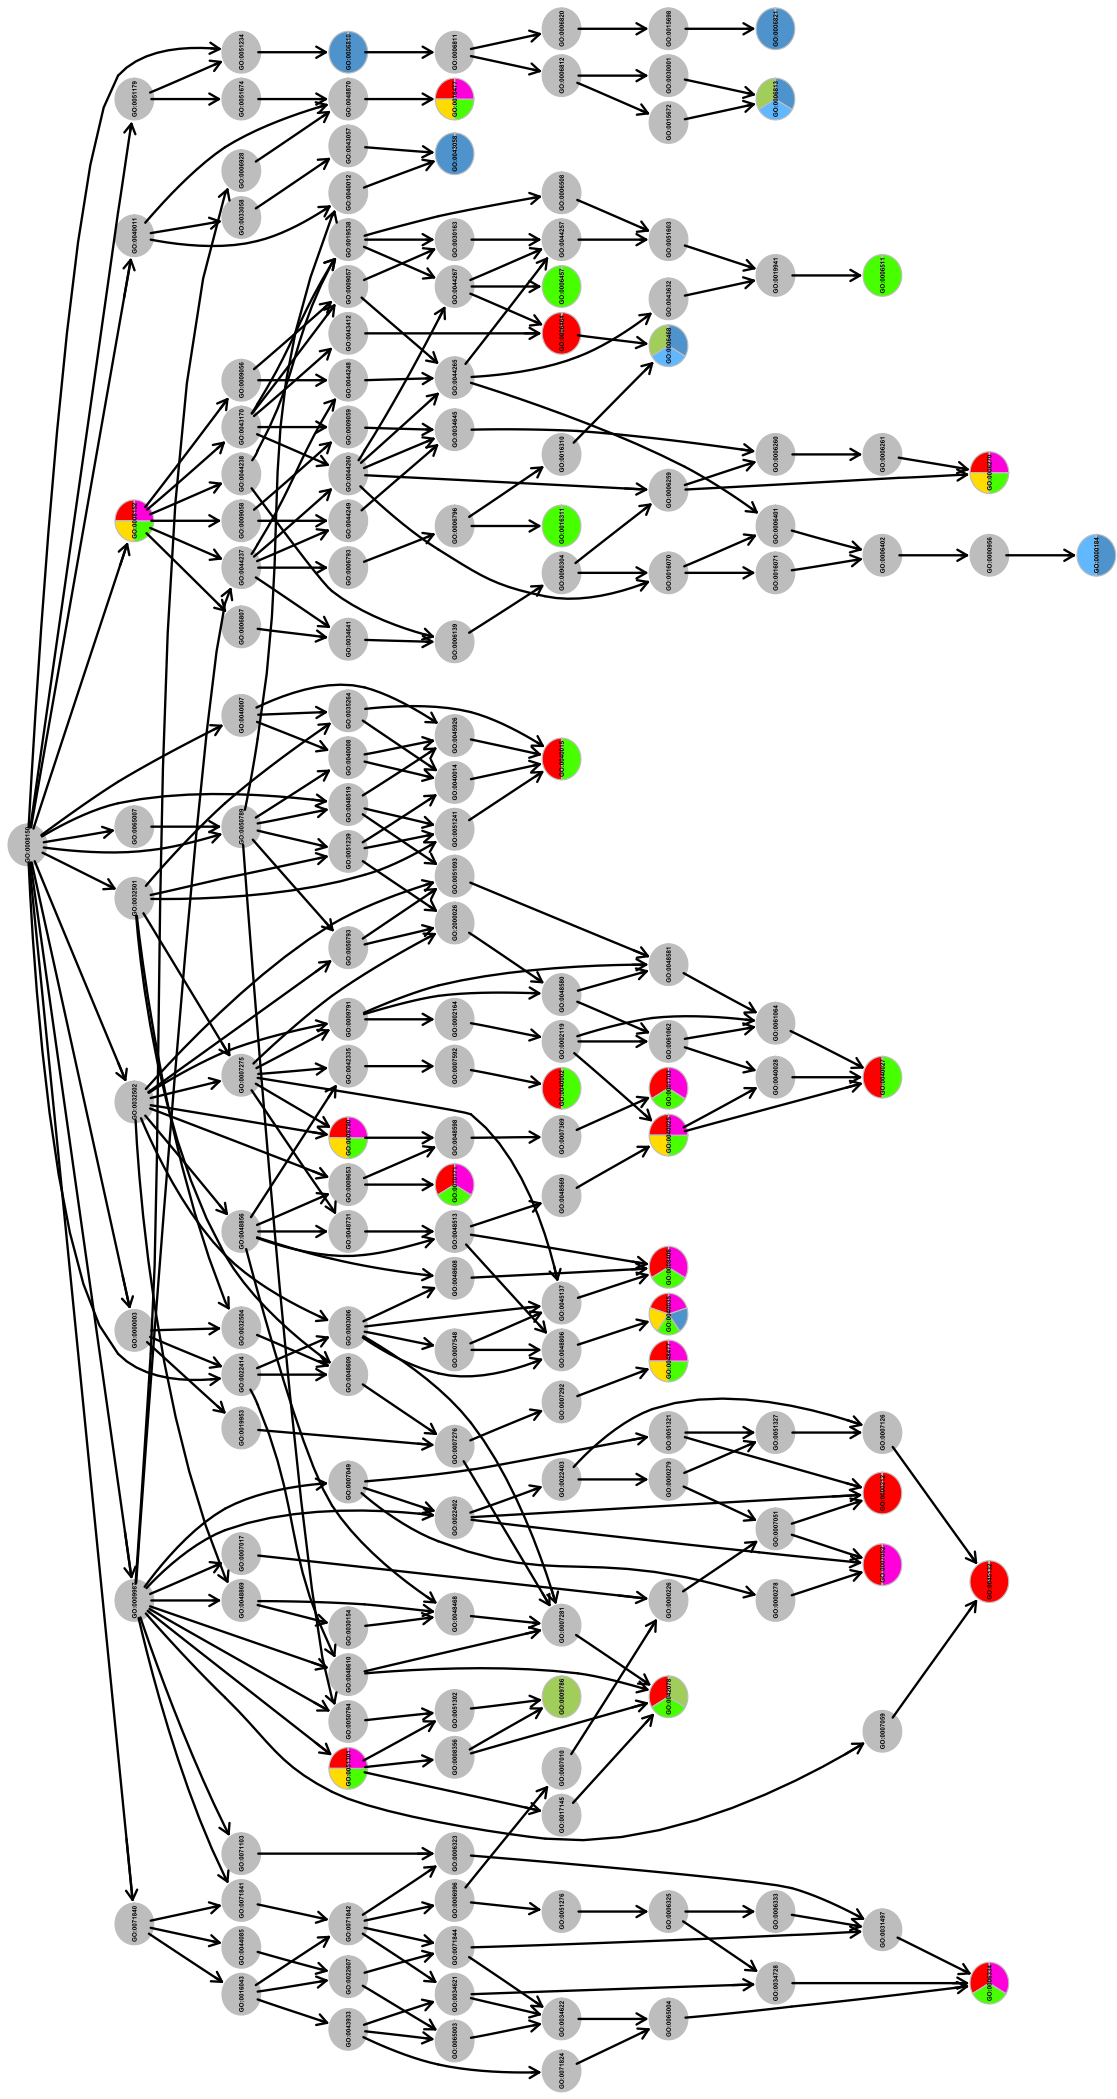

Significant GO terms in at least one treatment	
Go Term ID	Description
GO:0000212	meiotic spindle organization
GO:0001703	gastrulation with mouth forming first
GO:0006270	DNA-dependent DNA replication initiation
GO:0006334	nucleosome assembly
GO:0006464	protein modification process
GO:0007052	mitotic spindle organization
GO:0008152	metabolic process
GO:0008406	gonad development
GO:0009790	embryo development
GO:0010171	body morphogenesis
GO:0016477	cell migration
GO:0040002	collagen and cuticulin-based cuticle development
GO:0040015	negative regulation of multicellular organism growth
GO:0040025	vulval development
GO:0040027	negative regulation of vulval development
GO:0040035	hermaphrodite genitalia development
GO:0042078	germ-line stem cell division
GO:0045132	meiotic chromosome segregation
GO:0048477	oogenesis
GO:0051301	cell division
GO:0006457	protein folding
GO:0006511	ubiquitin-dependent protein catabolic process
GO:0016311	dephosphorylation
GO:0006468	protein phosphorylation
GO:0006813	potassium ion transport
GO:0009786	regulation of asymmetric cell division
GO:0000184	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay
GO:0006810	transport
GO:0006821	chloride transport
GO:0043058	regulation of backward locomotion

GO terms			
Go Term ID	Description	Go Term ID	Description
GO:0000212	meiotic spindle organization	GO:0015698	inorganic anion transport
GO:0001703	gastrulation with mouth forming first	GO:0016310	phosphorylation
GO:0006270	DNA-dependent DNA replication initiation	GO:0017145	stem cell division
GO:0006334	nucleosome assembly	GO:0019941	modification-dependent protein catabolic process
GO:0006464	protein modification process	GO:0022402	cell cycle process
GO:0007052	mitotic spindle organization	GO:0030001	metal ion transport
GO:0008152	metabolic process	GO:0031497	chromatin assembly
GO:0008406	gonad development	GO:0032502	developmental process
GO:0009790	embryo development	GO:0034728	nucleosome organization
GO:0010171	body morphogenesis	GO:0035264	multicellular organism growth
GO:0016477	cell migration	GO:0040012	regulation of locomotion
GO:0040002	collagen and cuticulin-based cuticle development	GO:0040014	regulation of multicellular organism growth
GO:0040015	negative regulation of multicellular organism growth	GO:0040028	regulation of vulval development
GO:0040025	vulval development	GO:0043057	backward locomotion
GO:0040027	negative regulation of vulval development	GO:0043412	macromolecule modification
GO:0040035	hermaphrodite genitalia development	GO:0044267	cellular protein metabolic process
GO:0042078	germ-line stem cell division	GO:0045137	development of primary sexual characteristics
GO:0045132	meiotic chromosome segregation	GO:0045926	negative regulation of growth
GO:0048477	oogenesis	GO:0048513	organ development
GO:0051301	cell division	GO:0048569	post-embryonic organ development
GO:0006457	protein folding	GO:0048608	reproductive structure development
GO:0006511	ubiquitin-dependent protein catabolic process	GO:0048610	cellular process involved in reproduction
GO:0016311	dephosphorylation	GO:0048806	genitalia development
GO:0006468	protein phosphorylation	GO:0048870	cell motility
GO:0006813	potassium ion transport	GO:0051234	establishment of localization
GO:0009786	regulation of asymmetric cell division	GO:0051241	negative regulation of multicellular organismal process
GO:0000184	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	GO:0051302	regulation of cell division
GO:0006810	transport	GO:0051321	meiotic cell cycle
GO:0006821	chloride transport	GO:0061064	negative regulation of nematode larval development
GO:0043058	regulation of backward locomotion	GO:0065004	protein-DNA complex assembly
GO:0000278	mitotic cell cycle	GO:0000226	microtubule cytoskeleton organization
GO:0000956	nuclear-transcribed mRNA catabolic process	GO:0000279	M phase
GO:0002119	nematode larval development	GO:0002164	larval development
GO:0006259	DNA metabolic process	GO:0003006	developmental process involved in reproduction
GO:0006261	DNA-dependent DNA replication	GO:0006260	DNA replication
GO:0006796	phosphate metabolic process	GO:0006323	DNA packaging

GO:0007051	spindle organization			GO:0006325	chromatin organization
GO:0007059	chromosome segregation			GO:0006333	chromatin assembly or disassembly
GO:0007126	meiosis			GO:0006402	mRNA catabolic process
GO:0007275	multicellular organismal development			GO:0006793	phosphorus metabolic process
GO:0007281	germ cell development			GO:0006812	cation transport
GO:0007292	female gamete generation			GO:0006820	anion transport
GO:0007369	gastrulation			GO:0006928	cellular component movement
GO:0007592	protein-based cuticle development			GO:0007049	cell cycle
GO:0008150	biological_process			GO:0007276	gamete generation
GO:0008356	asymmetric cell division			GO:0007548	sex differentiation
GO:0009653	anatomical structure morphogenesis			GO:0019538	protein metabolic process
GO:0009987	cellular process			GO:0022403	cell cycle phase
GO:0015672	monovalent inorganic cation transport			GO:0022414	reproductive process
GO:0032501	multicellular organismal process			GO:0051093	negative regulation of developmental process
GO:0033058	directional locomotion			GO:0051276	chromosome organization
GO:0034621	cellular macromolecular complex subunit organization			GO:0065003	macromolecular complex assembly
GO:0034622	cellular macromolecular complex assembly			GO:0065007	biological regulation
GO:0040007	growth			GO:0071103	DNA conformation change
GO:0040008	regulation of growth			GO:0071842	cellular component organization at cellular level
GO:0040011	locomotion			GO:0006996	organelle organization
GO:0042335	cuticle development			GO:0009057	macromolecule catabolic process
GO:0043170	macromolecule metabolic process			GO:0009059	macromolecule biosynthetic process
GO:0043632	modification-dependent macromolecule catabolic process			GO:0016043	cellular component organization
GO:0044260	cellular macromolecule metabolic process			GO:0016070	RNA metabolic process
GO:0048468	cell development			GO:0030163	protein catabolic process
GO:0048519	negative regulation of biological process			GO:0032504	multicellular organism reproduction
GO:0048581	negative regulation of post-embryonic development			GO:0034641	cellular nitrogen compound metabolic process
GO:0048598	embryonic morphogenesis			GO:0044085	cellular component biogenesis
GO:0048731	system development			GO:0044248	cellular catabolic process
GO:0048856	anatomical structure development			GO:0044249	cellular biosynthetic process
GO:0050789	regulation of biological process			GO:0050793	regulation of developmental process
GO:0050794	regulation of cellular process			GO:0071841	cellular component organization or biogenesis at cellular level
GO:0051179	localization			GO:2000026	regulation of multicellular organismal development
GO:0051239	regulation of multicellular organismal process			GO:0006807	nitrogen compound metabolic process
GO:0051327	M phase of meiotic cell cycle			GO:0009056	catabolic process
GO:0051603	proteolysis involved in cellular protein catabolic process			GO:0009058	biosynthetic process
GO:0051674	localization of cell			GO:0071840	cellular component organization or biogenesis
GO:0061062	regulation of nematode larval development			GO:0009791	post-embryonic development
GO:0071824	protein-DNA complex subunit organization			GO:0016071	mRNA metabolic process
GO:0071844	cellular component assembly at cellular level			GO:0019953	sexual reproduction

GO:0090304	nucleic acid metabolic process			GO:0022607	cellular component assembly
GO:0000003	reproduction			GO:0030154	cell differentiation
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process			GO:0034645	cellular macromolecule biosynthetic process
GO:0006401	RNA catabolic process			GO:0043933	macromolecular complex subunit organization
GO:0006508	proteolysis			GO:0044237	cellular metabolic process
GO:0006811	ion transport			GO:0044238	primary metabolic process
GO:0007010	cytoskeleton organization			GO:0044257	cellular protein catabolic process
GO:0007017	microtubule-based process			GO:0044265	cellular macromolecule catabolic process
GO:0048869	cellular developmental process			GO:0048580	regulation of post-embryonic development
GO:0048609	multicellular organismal reproductive process

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Figure S4 — Cellular Component GO tree representation for significantly enriched terms and their parents. Color indicated enrichment in each treatment. The figure is followed by a table with GO terms ID and description for the enriched terms and a table with all the GO terms ID and description in the figure.

Cellular Component (GO:0005575)

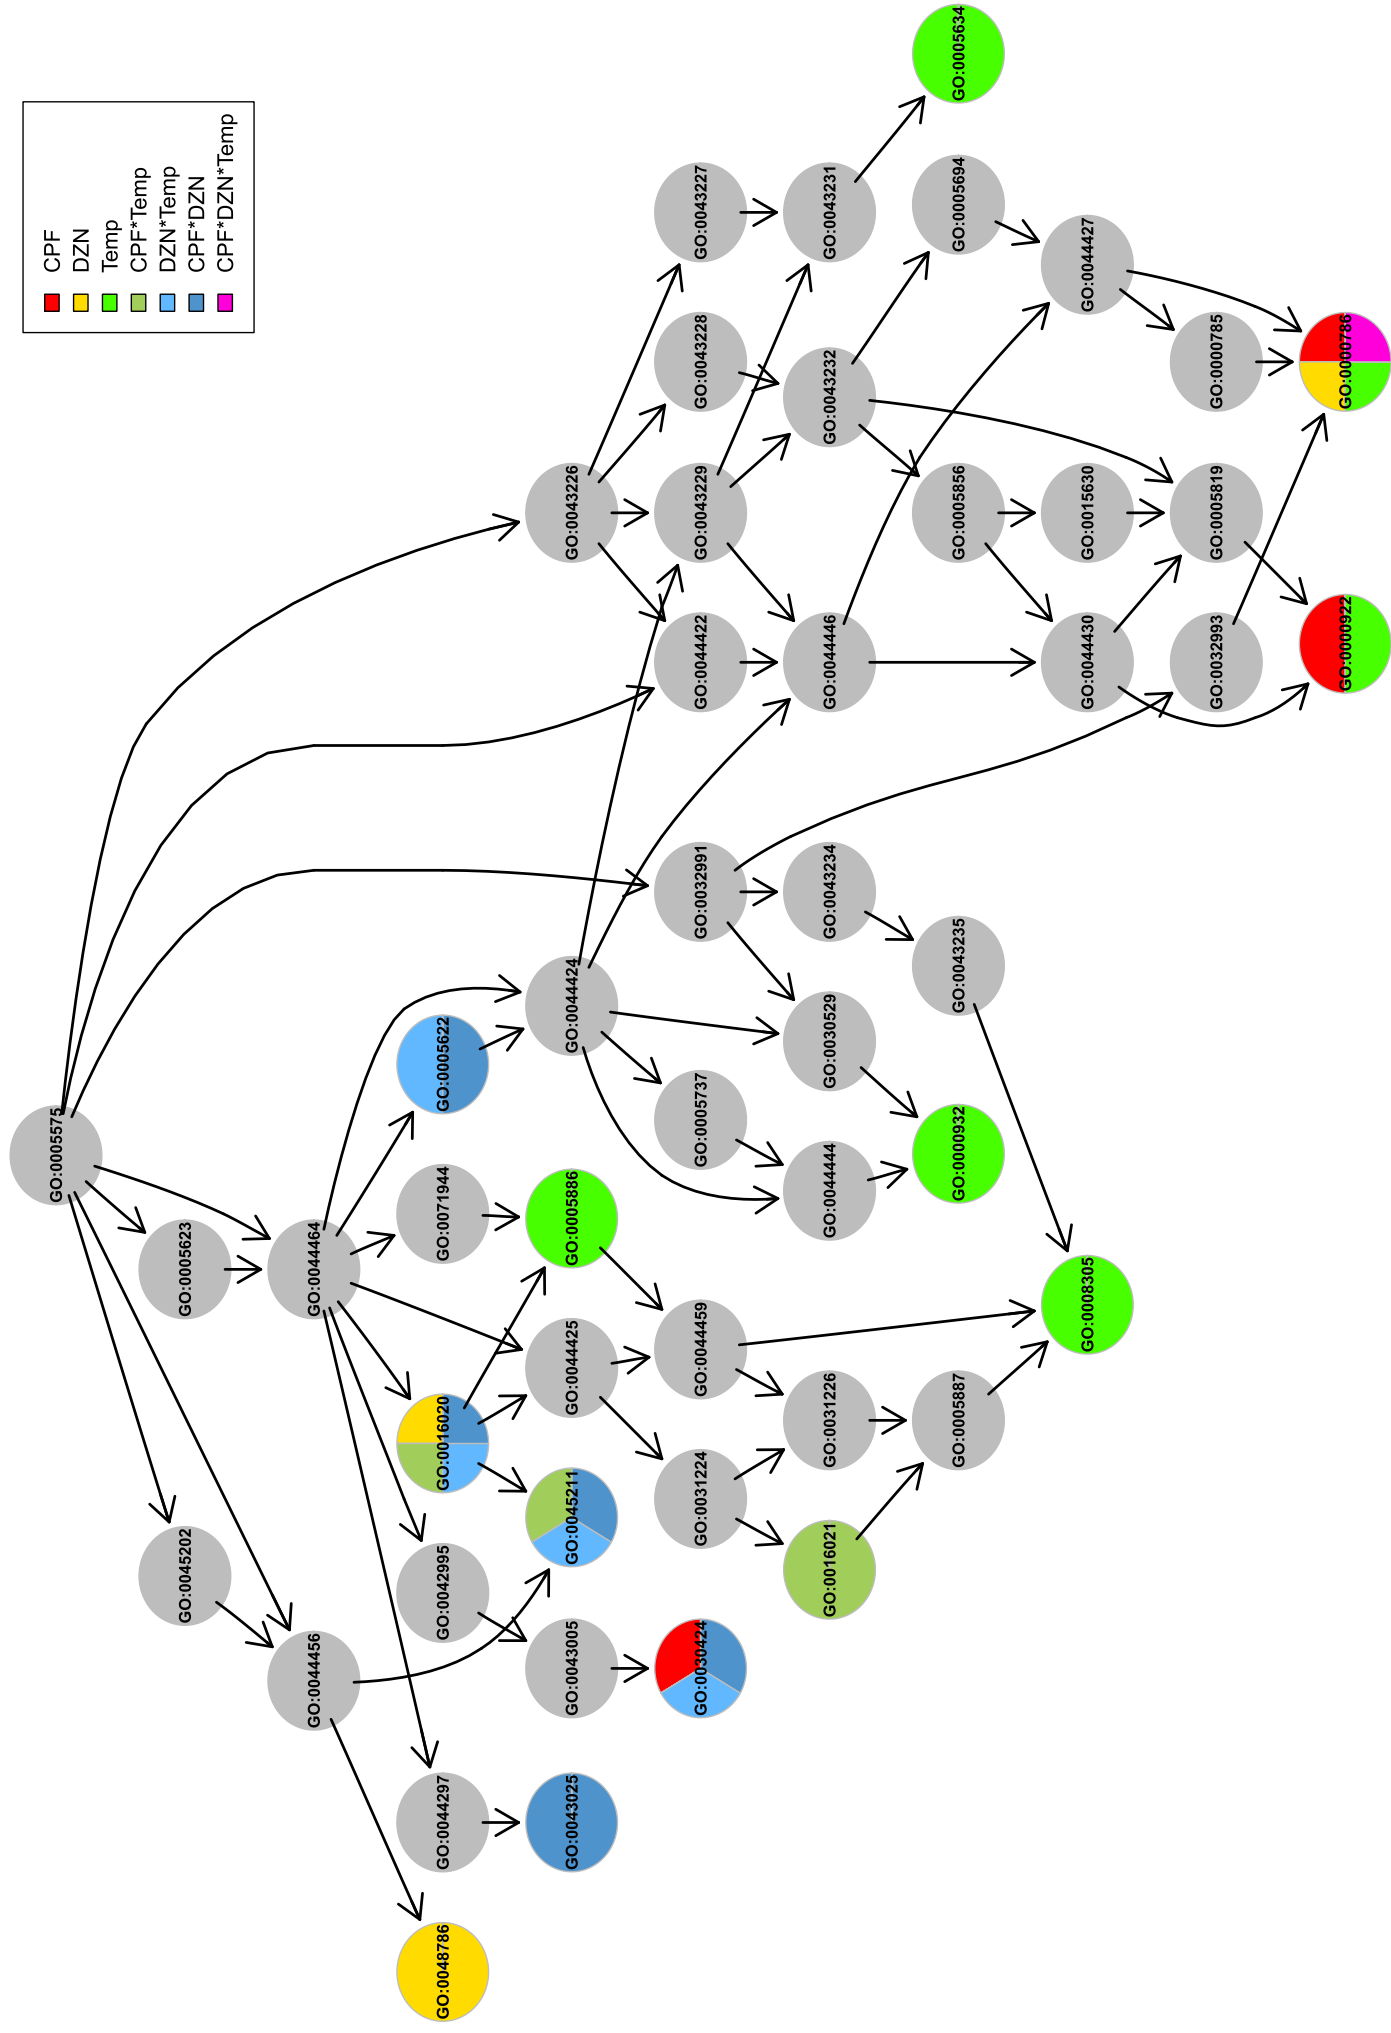

Significant GO terms in at least one treatment	
Go Term ID	Description
GO:000786	nucleosome
GO:0000922	spindle pole
GO:0030424	axon
GO:0016020	membrane
GO:0048786	presynaptic active zone
GO:0000932	cytoplasmic mRNA processing body
GO:0005634	nucleus
GO:0005886	plasma membrane
GO:0008305	integrin complex
GO:0016021	integral to membrane
GO:0045211	postsynaptic membrane
GO:0005622	intracellular
GO:0043025	neuronal cell body

GO term ID	Description		GO term ID	Description
GO:0000786	nucleosome		GO:0044464	cell part
GO:0000922	spindle pole		GO:0071944	cell periphery
GO:0030424	axon		GO:0005575	cellular_component
GO:0016020	membrane		GO:0005623	cell
GO:0048786	presynaptic active zone		GO:0005694	chromosome
GO:0000932	cytoplasmic mRNA processing body		GO:0005737	cytoplasm
GO:0005634	nucleus		GO:0005856	cytoskeleton
GO:0005886	plasma membrane		GO:0015630	microtubule cytoskeleton
GO:0008305	integrin complex		GO:0031226	intrinsic to plasma membrane
GO:0016021	integral to membrane		GO:0032991	macromolecular complex
GO:0045211	postsynaptic membrane		GO:0042995	cell projection
GO:0005622	intracellular		GO:0043227	membrane-bounded organelle
GO:0043025	neuronal cell body		GO:0043229	intracellular organelle
GO:0000785	chromatin		GO:0043232	intracellular non-membrane-bounded organelle
GO:0005819	spindle		GO:0043234	protein complex
GO:0005887	integral to plasma membrane		GO:0044424	intracellular part
GO:0030529	ribonucleoprotein complex		GO:0044425	membrane part
GO:0031224	intrinsic to membrane		GO:0044446	intracellular organelle part
GO:0032993	protein-DNA complex		GO:0045202	synapse
GO:0043005	neuron projection		GO:0043226	organelle
GO:0043231	intracellular membrane-bounded organelle		GO:0043228	non-membrane-bounded organelle
GO:0043235	receptor complex		GO:0044422	organelle part
GO:0044297	cell body			
GO:0044427	chromosomal part			
GO:0044430	cytoskeletal part			
GO:0044444	cytoplasmic part			
GO:0044456	synapse part			
GO:0044459	plasma membrane part

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Table S2 — List of commonly regulated genes by all toxicants treatments at each temperature: 10 genes at 16°C and 53 at 24°C ( Figure 1 ).

| **Sequence name** | **Gene name** | **CPF p-value**  **16˚C** | **DZN p-value 16˚C** | **CPF+DZN p-value 16˚C** |
| --- | --- | --- | --- | --- |
| K09D9.2 | cyp-35A3 | 0.000308 | 0.00629 | 5.40E-05 |
| Y19D10A.9 | clec-209 | 0.003771 | 0.000677 | 1.80E-05 |
| W02G9.4 | W02G9.4 | 0.002478 | 0.001342 | 0.004728 |
| F59A7.1 | clec-206 | 0.005479 | 0.008021 | 0.002018 |
| C06B3.3 | cyp-35C1 | 0.000788 | 8.30E-05 | 0.000256 |
| ZK678.5 | wrt-4 | 0.000135 | 0.004877 | 0.007776 |
| C15C8.3 | C15C8.3 | 0.001522 | 0.000337 | 0.002632 |
| F25D1.5 | F25D1.5 | 0.002481 | 0.000318 | 0.003724 |
| T16G1.6 | T16G1.6 | 1.20E-05 | 0.007901 | 0.000371 |
| R06A10.2 | gsa-1 | 0.008204 | 0.007894 | 0.000109 |

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Table S5 — List of commonly regulated genes per toxicant at both temperatures: 75 genes for CPF, 72 genes for DZN, and 112 genes for CPF+DZN ( Figure 3 ).

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Table S6 — List of enriched functional domains in regulated genes by toxicants at different temperatures (from Figure 3 and Table S5).

| **Total Genes in Domain** | **Domain ID** | **Significant Genes** | **P-value** | **Description** |
| --- | --- | --- | --- | --- |
| **CPF** | | | | |
| 78 | IPR002401 | 5 | 1.97E-07 | Cytochrome P450, E-class, group I |
| 80 | IPR001128 | 5 | 2.30E-07 | Cytochrome P450 |
| 82 | IPR002347 | 5 | 2.66E-07 | Glucose/ribitol dehydrogenase |
| 95 | IPR002198 | 5 | 6.39E-07 | Short-chain dehydrogenase/reductase SDR |
| 72 | IPR002403 | 4 | 3.62E-06 | Cytochrome P450, E-class, group IV |
| **DZN** | | | | |
| 78 | IPR002401 | 4 | 4.40E-06 | Cytochrome P450, E-class, group I |
| 80 | IPR001128 | 4 | 4.98E-06 | Cytochrome P450 |
| **CPF+DZN** | | | | |
| 49 | IPR003366 | 6 | 3.64E-09 | CUB-like region |
| 78 | IPR002401 | 7 | 4.01E-09 | Cytochrome P450, E-class, group I |
| 80 | IPR001128 | 7 | 4.92E-09 | Cytochrome P450 |
| 72 | IPR002403 | 6 | 5.70E-08 | Cytochrome P450, E-class, group IV |
| 45 | IPR002018 | 4 | 2.49E-06 | Carboxylesterase, type B |
| 87 | IPR002213 | 5 | 4.03E-06 | UDP-glucuronosyl/UDP-glucosyltransferase |

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Table S7 — List of significantly regulated cytochrome P450 genes by CPF, DZN and temperature.

**Supplementary Table 7: Significantly affected CYP genes.**

**Supplementary Table 7:** List of significantly regulated cytochrome P450 genes by CPF, DZN and temperature. Both tables show the microarray ID number. the sequence name, the gene name and the significant p-values (< 0.001) per treatment. For simplicity, p-values above the threshold had been removed. Supplementary table S11 show all the values as well as p-values for genes coding for SDR, UDP and GST coding genes. Table 3A includes all the significantly affected CYP by at least one of the treatments using a model that only considered no interacting effects. Table 3B includes all the affected CYP genes by at least one of the treatments using a model that considered interacting effects. For simplicity, p-values below the threshold have been removed.

# Supplementary material for: Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans
**Source:** PLoS One. 2011 Sep 9;6(9):e24676. doi: 10.1371/journal.pone.0024676
**Supplement:** Table S9 — Number of significantly expressed genes per variable in the full model ( Figure 5 ) and the overlap between variables. Numbers of gene per variable are indicated in bold (diagonal). Since a gene may be affected by more than one variable, the overlap between variables is also indicated. The last row shows the number of genes significantly affected by only one variable.

**Supplementary Table S9.-** Significantly expressed genes per variable**.** We analyzed the transcriptional effect of chlorpyrifos (CPF) and diazinon (DZN), at different temperatures (Temp). Genes which expression level was affected by those three environmental factors were identified with a linear model that considered also interaction between variables. In this way, genes significantly affected (-log p-value > 2) by CPF, DZN, Temp or any interaction between them (CPF*Temp, DZN*Temp, CPF*DZN*Temp) were identified. Numbers of gene per variable are indicated in bold (diagonal). Since a gene may be affected by more than one variable, the overlap between variables is also indicated. The last row shows the number of genes significantly affected by only one variable.

|  | **CPF** | **DZN** | **Temp** | **CPF*Temp** | **DZN* Temp** | **CPF*DZN** | **CPF*DZN*Temp** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **CPF** | **1341** |  |  |  |  |  |  |
| **DZN** | 821 | **1248** |  |  |  |  |  |
| **Temp** | 1180 | 997 | **1932** |  |  |  |  |
| **CPF*temp** | 249 | 256 | 319 | **2930** |  |  |  |
| **DZN*temp** | 185 | 174 | 233 | 1570 | **2230** |  |  |
| **CPF*DZN** | 252 | 265 | 327 | 1970 | 1710 | **2995** |  |
| **CPF*DZN*temp** | 733 | 715 | 809 | 182 | 130 | 189 | **1061** |
| **Unique** | 69 | 96 | 371 | 655 | 256 | 574 | 98 |

How the deposited data were processed for this re-analysis (not part of the article)

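The measurements are 6 arrays from nematodes of the N2 strain at 24°C, each comparing RNA of a DZN sample with RNA of a control sample. The arrays carry 23232 spots, of which 742 are control or empty spots and 22490 are probes. The authors deposited the scanner output of each array, with the mean intensity and local background of each spot and channel, and a table of normalized log2 ratios. The deposited log2 ratios were set against log2 ratios computed from the deposited intensities. They run DZN over control by the sample labels (slopes of 0.987 to 0.998 per array), and have medians of -0.00555, 0.00117 and -6.5e-04 on DZN-Cy5-1 to DZN-Cy5-3 and of 0.0112, -0.00116 and -1.0e-04 on DZN-Cy3-1 to DZN-Cy3-3. A regression on the log2 ratios without background correction and a cubic curve in brightness fitted them with correlations of at least 0.996. Ratios with background correction were not compared, so the authors' background step stays open. Between 1424 and 3405 of the probes per array have no deposited value. The authors scanned with a PerkinElmer scanner and normalized with loess within arrays and Aquantile between arrays in limma, whose version the submitters' processing notes give as 3.2.3. They removed outlying values, fitted a linear model per toxicant and temperature, and set a threshold of an unadjusted p of 0.01 from permutations.

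Here limma 3.58.1 in R 4.3.3 was used. Background was corrected by normexp with an offset of 50, and each array was normalized by global loess with a span of 0.3 over all probes, with control spots at weight 0. The log2 ratios were turned to the channel labelled DZN over the channel labelled control. lmFit and eBayes were run with a dye term, which left 4 residual degrees of freedom and a prior of 4.64, and p-values were adjusted by Benjamini-Hochberg over all 22490 probes. The dye term itself passed an adjusted p of 0.05 for 5 probes (1 higher in Cy5, 4 lower). Spots that the scanner coded 1 or 4 are dim and were kept, and its code 2 marks the 619 empty spots, so that an alternative keeping coded spots equals the one reported. The plan made before the data were examined left flagged spots out of the setting reported. The sources used here do not explain the codes, and keeping the coded spots was decided once the codes had been seen. Signal counted as above background where it exceeded the background by 2 of its SDs, and a spot as saturated with at least 50% of its pixels at the limit. For a named gene above background in 1 channel on no array, only a bound was given, and for one above background in neither channel on any array no ratio was given. The bound came from means of loess and Aquantile normalized log2 values per channel against the lowest signal above background. These means run over all arrays, also those where neither channel was above background, so the bound is not firm. Sampling depth does not apply to arrays; their number and the signal over background limit the precision, and 13519 probes were above background in both channels on at least 3 arrays.

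Probes were named through the platform annotation, updated with the RefSeq gene table of WBcel235 through Entrez numbers for 17358 probes and locus tags for 4055, while 1077 probes had a sequence name only and 35 probes gave conflicting names. Together they stand for 18864 genes. The genome build of the array is not given in the sources used here, so no coordinates are given. A gene counted as higher or lower if at least 1 of its probes passed that way and none the other way, and in list tests a gene was represented by its brightest probe. Counts over all genes and over the 6 detoxification families follow the first rule, and counts of members of the other lists and those adjusted over a list alone follow the brightest probe. Members of 6 detoxification families, defined by gene symbol and not by protein domain as in the paper, were compared with all other genes by Fisher's exact test. The test was two-sided, with Benjamini-Hochberg adjustment over the families. It takes genes as independent units, so its p does not measure variation between arrays. For 28 gene lists camera was run with a preset correlation of 0.01 and adjustment over the lists, with an estimated correlation as an alternative, and of 23 lists past an adjusted p of 0.05 only the CYP list was past it with the estimated correlation. The estimates ran from -0.108 (flavin-containing monooxygenase) to 0.690 (germline and oogenesis). Where the estimate lies far above the preset, the preset p takes genes that vary together as nearly independent and overstates the evidence. At the preset, another assignment of direction to the arrays put 23 lists past the threshold too. The lists are cytochrome P450, UDP-glucuronosyl transferase, glutathione-S-transferase, short chain dehydrogenase, ABC transporter, nuclear receptor, vitellogenin, C-type lectin, antimicrobial and immune effectors, cuticle collagen, moulting and cuticle remodelling, hedgehog-related, acetylcholinesterase, cholinergic synapse, synaptic vesicle and presynaptic active zone, carboxylesterase, flavin-containing monooxygenase, heat shock protein, oxidative stress and metal response, major sperm protein and sperm, histone, cytosolic ribosomal protein, protein phosphatase, cell division, germline and oogenesis, body wall muscle, intestine, and lipid metabolism. The GO terms and domains that the paper tests were not tested here, and these lists stand in for them.

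Apart from keeping the coded spots, the mapping of the samples, the tests, the gene lists, the alternatives and the rule for named genes were set before the data were examined, but after the paper's tables and the p-values in them had been read. The rule takes the 8 genes with the largest positive and the 8 with the largest negative log2 ratio past an adjusted p of 0.05 and with the same sign on every array, the genes the paper names, the acetylcholinesterases and vitellogenins, the CYP genes of Table S7A, and up to 4 members of each list with the smallest p.

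The titles number the arrays 1 to 3 in each dye orientation. Deviations from the mean of the orientation correlated at 0.378, 0.541 and 0.121 between arrays with the same number, each over 0.1, and at -0.478 to 0.216 between arrays with other numbers, so the numbers were taken to pair the arrays, as a pattern in the data. The arrays numbered 3 correlated less (0.121) than the highest pair with other numbers (0.216). The paper describes independent replicates and the scanner record names different extracts, so the pairing is an inference. All arrays have the same scan day and each has its own slide, so no slide or scan block was fitted. The alternatives were other background corrections and normalizations, a filter on dim probes, fits without the dye term, with an intensity trend and robust prior or with the replicate number as a block, the authors' normalized values, the methods' linear model, other rules for a gene's probe, fry in place of camera, and leaving out each array in turn. What is called the methods' linear model is a reading of the paper's formula. It compared the values of the channels labelled DZN and control as unpaired groups, and ignored that they share arrays. The paper does not say whether its model did so. The fit was tested on simulated data with 22290 of 22490 probes unchanged. Of changes of log2 0.5, 1 and 2, 31.3%, 73.1% and 97.0% were recovered at an adjusted p of 0.05, 12 of 146 calls were unchanged probes, and 0 of 28 lists without changed genes were called. Noise was drawn independently for each probe and array, with no correlation between genes and no pairing of arrays by number. So these shares need not hold for the real arrays, nor the list result for lists whose genes vary together. Simulated changes of log2 2 were estimated at 1.42 on average.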

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

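The tests of developmental stage, scanner gain, dye and label direction, given under the other observations, were chosen after the results were seen, and the comparisons of arrays here followed fixed rules. Of 159 groups of 6 values tested for an array far from the others, 9 (5.66%) held such an array, where chance gives about 5%.

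For ace-3, an acetylcholinesterase, DZN-Cy5-2 had a log2 ratio of -2.77, against -0.24 to -0.13 on the other arrays. For the ABC transporter mrp-5 it had -0.77, against -0.43 to -0.30. For the acyl-CoA synthetase acs-7 it had -1.98, against -1.15 to -0.67. DZN-Cy5-1 lay apart for irg-4 at -2.54 (others -1.74 to -1.28), for egg-5 at 2.31 (others 0.39 to 0.94) and for pph-4.2 at 1.54 (others 0.20 to 0.70). On DZN-Cy5-3 the ryanodine receptor gene unc-68 had -0.80, against -0.31 to -0.09. On DZN-Cy3-1 acox-1.1 had -1.1, against -0.65 to -0.41. The median of the oxidative stress and metal response list on DZN-Cy5-1 was -0.26, against -0.13 to -0.05.

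Several gene groups that the paper does not discuss differed between the channels. The major sperm protein and sperm list, of 73 genes, had a median log2 ratio of 0.22, with 18 genes higher and 1 lower at an adjusted p under 0.05 from limma (24 higher and 1 lower when adjusted over the list alone) and an adjusted p of 6.0e-12 in camera, and the adjusted p = 0.196 with an estimated correlation. Among them ssp-19 had 0.56 (SE 0.10, adjusted p = 0.0178) and ssp-16 had 0.48 (SE 0.08, adjusted p = 0.0153), and these p lay between 0.0522 and 0.0788 without DZN-Cy5-1, DZN-Cy3-1 or DZN-Cy3-3. The intestine list, of 41 genes, had a median of -0.27, with 9 lower and none higher (14 lower when adjusted over the list alone) and an adjusted p of 2.2e-07 in camera, and the adjusted p = 0.122 with an estimated correlation. In it dhs-28, a peroxisomal dehydrogenase, had -0.50 (SE 0.08, adjusted p = 0.0138, and 0.0562 and 0.0707 without DZN-Cy5-1 and DZN-Cy3-3). The hedgehog-related list had a median of -0.23. The body wall muscle list, of 34 genes, had a median of -0.18, with 3 lower and none higher (4 lower when adjusted over the list alone) and an adjusted p of 2.6e-05 in camera, and the adjusted p = 0.243 with an estimated correlation. In it the myosin heavy chain myo-3 had -0.38 (SE 0.08, adjusted p = 0.0258, and between 0.0670 and 0.0967 without DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3). The oxidative stress and metal response list, of 41 genes, had a median of -0.098, with 4 lower and none higher (7 lower and 1 higher when adjusted over the list alone) and an adjusted p of 8.0e-04 in camera, and the adjusted p = 0.122 with an estimated correlation.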

How the results depend on the processing

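Alternatives not set before the data were examined were leaving out the dim spots coded 1 or 4, a dye term for each Cy5 gain, a linear model of 1 ratio per array of the authors' values, leaving out both arrays numbered 2, and the other settings for the dye effect. The plan had left flagged spots out of the setting reported, and keeping the coded spots there was decided once the codes had been seen. No named gene, family or list past its threshold reversed its direction in a call, though the median of the ribosomal list turned to -0.01 without DZN-Cy3-3. The 1875 probes past an adjusted p of 0.05 kept their sign under every alternative that tests all probes. That was fixed in advance where the balanced design gives the same ratios. This holds without the dye term, with the block, by averaging, with the trend and prior, and for the linear model per channel. The other alternatives re-use the same arrays. By averaging 13 probes passed, and 22 with the linear model per channel. With membership from Table S12, which lists genes the study called on these samples among others, the odds ratios are fixed high by that selection. Under every other alternative the odds ratios of CYP and UGT stayed past their threshold, as did that of SDR except without the spots coded 1 or 4 (2.80, Fisher's exact test, adjusted p = 0.0525). Leaving out each array in turn gave odds ratios of 3.67 to 5.62 for CYP, 3.42 to 8.57 for UGT and 2.64 to 4.18 for SDR. The other alternatives gave 3.21 to 13.8 for CYP (6.95 with plain background subtraction, 9.29 without spots coded 1 or 4 and 13.8 with the methods' linear model), 2.99 to 8.43 for UGT, 2.73 to 8.20 for SDR and 0.538 to 1.94 for GST, each highest with that model, and Table S12 gave 46.8, 9.14, 6.84 and 3.23. The values below are those of the counts that moved by over 1.5 times and of the odds ratios that crossed a threshold, and the cause was not tested. Signal over background limits the dim probes, with at least 49.0% of the spots above background in both channels. Keeping the spots with scanner codes equals the setting reported. No block by slide or scan was run, since every array has its own slide and all share a scan day.

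Plain background subtraction gave 27 probes past an adjusted p of 0.05 (2 higher, 25 lower) for 27 genes, 1393 probes at an unadjusted p of 0.01 (835 higher, 558 lower) for 1303 genes, 619 shared with the paper's 24°C list, 68 with its 16°C list and 33 of the Table S5 genes, and 1 probe with a dye effect. Normexp with an offset of 10 gave 697 (447 higher, 250 lower) for 656 genes and an ABC odds ratio of 2.27 (Fisher's exact test, adjusted p = 0.0240). Median centring gave 545 (408 higher, 137 lower) for 510 genes, 1583 at an unadjusted p of 0.01 (382 lower) for 1439 genes, 526 shared with the 24°C list, 70 with the 16°C list, 33 of Table S5, odds ratios of 2.28 for ABC and 0.457 for NR, and 9 probes with a dye effect. The ABC odds ratio was 2.13 with print-tip loess and 2.16 with the authors' values. Without background correction, 2 probes had a dye effect. The methods' linear model per channel gave 22 probes (2 higher, 20 lower) for 22 genes, 431 at an unadjusted p of 0.01 (219 higher, 212 lower) for 414 genes, 189 shared with the 24°C list, 28 with the 16°C list, 29 of Table S2 and 18 of Table S5, and the same numbers after outlier removal, which took out 9 values.

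The replicate block gave 843 probes (516 higher, 327 lower) for 794 genes and an ABC odds ratio of 2.16 (Fisher's exact test, adjusted p = 0.0449). It ended the call of the cholinergic synapse list (adjusted p = 0.0546) and of 12 named probes, and changed no other call of a family, list or named gene. The replicate block by averaging gave 13 probes (1 higher, 12 lower) for 13 genes, 1563 at an unadjusted p of 0.01 (951 higher, 612 lower) for 1444 genes, and 65 of the 16°C list, and an ABC odds ratio of 2.27 that was not past the threshold (Fisher's exact test, adjusted p = 0.0582). With an estimated correlation 1 gene list was past the threshold, and with membership from Table S12 the GST odds ratio of 3.23 was past its threshold, on genes the study had called. Without spots coded 1 or 4 there were 982 probes (560 higher, 422 lower) for 935 genes, 1356 at an unadjusted p of 0.01 (750 higher, 606 lower) for 1276 genes, 485 of the 24°C list, 42 of the 16°C list and 22 of Table S5, among fewer probes tested. A dye term for each gain gave 184 (87 higher, 97 lower) for 178 genes. The linear model of 1 ratio per array of the authors' values gave 65 (28 higher, 37 lower) for 65 genes, 1558 at an unadjusted p of 0.01 (861 higher, 697 lower) for 1481 genes, and 75 of the 16°C list. Without both arrays numbered 2 there were 2857 (1333 lower) for 2668 genes, with odds ratios of 2.11 for ABC and 0.563 for NR.

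Without 1 array, 139 (without DZN-Cy3-3) to 1918 (without DZN-Cy5-2) probes passed the adjusted p, with 60 to 1177 higher and 79 to 741 lower, for 134 to 1779 genes. The counts without the other arrays were 286 without DZN-Cy5-1, 315 without DZN-Cy3-1, 1002 without DZN-Cy5-3 and 1127 without DZN-Cy3-2. At an unadjusted p of 0.01, 1619 (without DZN-Cy5-1) to 2932 passed, with 901 to 1664 higher and 718 to 1268 lower, for 1502 to 2703 genes, and 1839 probes without DZN-Cy3-3. The overlap with the 16°C list ran from 75 (without DZN-Cy5-1) to 114. The ABC odds ratio ran from 1.40 to 2.17 (past the threshold without DZN-Cy5-2 or DZN-Cy3-2) and that of NR from 0.626 (without DZN-Cy5-2) to 0.992. Of 106 named probes called, 50 kept their call without DZN-Cy3-3, 63 without DZN-Cy5-1, 65 without DZN-Cy3-1, 88 without DZN-Cy5-3, 92 without DZN-Cy3-2 and 102 without DZN-Cy5-2. Plain subtraction kept 19, the methods' linear model 12, averaging by number 9, the model of 1 ratio per array 12 and the gain terms 51. Over all alternatives, list calls were the same 743 times, ended 60 times and were gained 8 times. With fry, which does not compare a list with other genes, the calls of the moulting (adjusted p = 0.137), hedgehog-related (0.0546), histone (0.0853), protein phosphatase (0.0853) and ribosomal (0.579) lists ended. Mixed fry, which takes changes in either direction, gained calls for the ABC (adjusted p = 6.2e-04), C-type lectin (1.9e-04) and cuticle collagen (0.0085) lists. It ended those of the moulting (adjusted p = 0.0588) and ribosomal (0.657) lists.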

Differences from the paper's values

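At an unadjusted p of 0.01, 2676 genes passed here, 14.2% of those tested, where the paper gives 1273 genes and 6.7%. Of the alternatives set before the data were examined, plain background subtraction, median centring, averaging arrays by number, and leaving out DZN-Cy5-1 or DZN-Cy3-3 gave values within 1.5 times the paper's (1303, 1439, 1444, 1502 and 1703 genes), and the other 15 did not, with values from 414 to 2874. The reading of the paper's linear model with the channels as unpaired groups gave 414, and called 189 of the paper's 1329 spots. It need not be the model the paper ran. Of the paper's 1329 called spots, 343 did not pass in the setting reported, and the 5 alternatives within 1.5 times drop 710, 803, 651, 606 and 592, in the order named. Leaving out the spots coded 1 or 4 gave 1276 genes, but these are 16.8% of the 7607 genes it tests, not within 1.5 times the paper's 6.7%, and the linear model of 1 ratio per array of the authors' values gave 1481 (7.85%). Both were chosen after seeing the values, and they drop 844 and 352 of the called spots.

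The number of genes on the paper's 16°C list that passed at 24°C was 115 here, and the paper gives 72 common genes. Plain background subtraction (68), normexp with an offset of 10 (94), median centring (70), the filter on dim probes (89), the authors' values (106), the replicate block (89), averaging by number (65), the intensity trend with a robust prior (105) and leaving out DZN-Cy5-1 (75), DZN-Cy5-3 (89), DZN-Cy3-1 (89), DZN-Cy3-2 (101) or DZN-Cy3-3 (81) fell within 1.5 times the paper's, and the other 7 did not. The gain terms (84) and the model of 1 ratio per array of the authors' values (75), chosen after seeing the values, did too, and drop 512 and 352 of the paper's called spots at 24°C.

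The families below are defined by gene symbol here. The paper selected genes by protein domain, and nuclear receptors from the literature, so the counts are not over the same members. CYP genes passing numbered 30 here, against about 13 in Fig. 4, read by eye. The methods' linear model per channel, with and without outlier removal (17), fell within 1.5 times, and the other 19 alternatives did not. For UGT genes, 26 passed, against about 12 in Fig. 4, read by eye. Plain background subtraction (18) and the methods' linear model, with and without outlier removal (10), fell within, and the other 18 did not. GST genes numbered 7, against about 3 in Fig. 4, read by eye. Median centring (4), the authors' values (3) and the methods' linear model, with and without outlier removal (2), fell within, and the other 17 did not. NR genes numbered 35, against about 20 in Fig. 4, read by eye, and 10 of 20 alternatives fell within, namely plain background subtraction (16), normexp with an offset of 10 (24), the filter on dim probes (26), the replicate block (29), averaging by number (16), and leaving out DZN-Cy5-1 (17), DZN-Cy5-2 (26), DZN-Cy3-1 (26), DZN-Cy3-2 (29) or DZN-Cy3-3 (18). ABC genes numbered 14, against about 8 in Fig. 4, read by eye, and 10 of 20 alternatives fell within, namely plain background subtraction (8), normexp with an offset of 10 (12), median centring (9), the authors' values (12), the replicate block (12), averaging by number (9), and leaving out DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3 (9 each). Of the alternatives chosen after seeing the values, leaving out spots coded 1 or 4 gave 13 CYP, 11 UGT and 6 ABC genes within 1.5 times, the gain terms gave 26 NR and 10 ABC genes, leaving out both arrays numbered 2 gave 28 NR genes, and the model of 1 ratio per array gave 18 CYP, 4 GST, 13 UGT, 19 NR and 8 ABC genes. These drop 844, 512, 600 and 352 of the paper's called spots, in that order.

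The paper states that collagen and cuticle development was enriched among the genes affected by DZN at 24°C. Here the cuticle collagen list, which is not the paper's GO term, had 17 genes higher and 9 lower of 158 at an unadjusted p of 0.01. Of all genes tested, 14.2% passed that threshold by any of their probes. Over-representation of the list among the passing genes was not tested, so the paper's statement was not put to the same test. The list did not shift in camera (adjusted p = 0.198), which tests a shift in a single direction. In camera the list did shift lower without DZN-Cy5-3 (adjusted p = 0.0267) and without both arrays numbered 2 (adjusted p = 0.0368). For changes in either direction, mixed fry gave it an adjusted p of 0.0085, but fry does not compare a list with other genes. The list of moulting and cuticle remodelling had an adjusted p of 7.5e-05 in camera, but the adjusted p = 0.348 with an estimated correlation and 0.137 with fry. Of the paper's 1329 called spots, 986 passed here at its threshold, and 805 passed an adjusted p of 0.05.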

Other observations

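Of the tests given here, those of the label direction, the dye, the developmental stage and the scanner gain, a dye term for each gain, and leaving out spots coded 1 or 4 or both arrays numbered 2 were chosen only after the result was seen. Genes of cell division that passed were higher in the channel labelled DZN. Of 92 measured genes, 24 were higher and none was lower at an adjusted p under 0.05 from limma (48 higher when adjusted over the list alone), among them the cyclin cyb-3 at a log2 ratio of 1.05 (SE 0.12, adjusted p = 0.0046) and the kinesin klp-18 at 0.61 (SE 0.07, adjusted p = 0.0052). The list had a median of 0.27 and an adjusted p of 9.3e-19 in camera, and the adjusted p = 0.198 with an estimated correlation. Carboxylesterases, which hydrolyse esters, were lower in 14 of 40 measured genes with none higher (14 lower when adjusted over the list alone), with cest-33 at -1.71 (SE 0.19, adjusted p = 0.0043). Their median was -0.21, with an adjusted p of 2.7e-07 in camera and an adjusted p = 0.122 with an estimated correlation. Of 27 histone genes, 2 were lower and 1 was higher (3 lower and 1 higher when adjusted over the list alone), namely his-4 at -0.55, his-7 at -0.33 and his-74 at 0.63, of which only his-74 passed with the replicate block. The adjusted p of his-74 lay between 0.0766 and 0.0966 without DZN-Cy5-1, DZN-Cy3-1 or DZN-Cy3-3, and those of his-4 and his-7 between 0.0563 and 0.170 without any 1 array but DZN-Cy5-3. The list had a median of -0.25 and an adjusted p of 7.1e-04 in camera, while the adjusted p = 0.308 with an estimated correlation and 0.123 from the authors' normalized values. Of 78 genes of cytosolic ribosomal proteins, 0 passed an adjusted p of 0.05 by limma or the methods' linear model and 4 were higher at an unadjusted p of 0.05 by limma, with a median of 0.05 and an adjusted p of 0.0160 in camera. That call ended in several settings (adjusted p = 0.696 with an estimated correlation), and its median was -0.01 without DZN-Cy3-3 (adjusted p = 0.683), and it was also lost without DZN-Cy5-1 (adjusted p = 0.195) and DZN-Cy3-2 (adjusted p = 0.0984), with 0.795 as the highest adjusted p, from a dye term for each gain.

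Of the genes of acetylcholinesterase, which the oxon of DZN inhibits, ace-1 to ace-3 did not pass the test, and ace-4 was above background in neither channel on any array, so nothing can be said of it. The log2 ratios of ace-1 to ace-3 were -0.12, 0.26 and -0.62, and 0 passed an adjusted p of 0.05 by limma or the methods' linear model. In the channel labelled DZN ace-1 and ace-3 were above background on 3 of 6 arrays. At an unadjusted p of 0.05 by limma 1 passed, ace-2. The list, with ace-4 in it, had a median of -0.06 (adjusted p = 0.990 in camera), and DZN-Cy5-2 lay apart for ace-3. Of 40 genes of the cholinergic synapse, 1 was higher and 1 lower at an adjusted p under 0.05 (1 higher and none lower when adjusted over the list alone), with a median of -0.10 and an adjusted p of 0.0463 in camera. The gene higher was eat-2 at 0.38 and the gene lower unc-38 at -0.33, both nicotinic receptor subunits, and neither passed with the replicate block. The adjusted p of eat-2 lay between 0.0538 and 0.105 without any 1 array but DZN-Cy5-2, and that of unc-38 between 0.0554 and 0.161 without any 1 array. This list's call was lost with the replicate block (0.0546), without DZN-Cy5-1 (0.0558), DZN-Cy5-3 (0.0904) or DZN-Cy3-1 (0.0522), the highest adjusted p was 0.775, without the dim spots coded 1 or 4, and the adjusted p = 0.181 with an estimated correlation. The presynaptic list of 30 genes had 3 lower and none higher (6 lower when adjusted over the list alone), including the synaptic GTPase gene rab-3 at -0.35 (SE 0.07, adjusted p = 0.0225, and between 0.0593 and 0.0880 without DZN-Cy5-1, DZN-Cy5-3, DZN-Cy3-1 or DZN-Cy3-3). A dimmer probe of rab-3 had -0.23 (adjusted p = 0.111 from limma). The others lower, unc-43 at -0.31 and snt-1 at -0.32, did not pass with the replicate block (adjusted p = 0.0578 and 0.0714 from limma). Without the block, no further probe of unc-43 or snt-1 passed. The presynaptic list had a median of -0.13 with an adjusted p of 0.0111 in camera, while the adjusted p = 0.122 with an estimated correlation and 0.0516 with median centring. Of 24 heat shock genes, 0 passed an adjusted p of 0.05 by limma or the methods' linear model, and 2 were higher and 2 lower at an unadjusted p of 0.05 by limma (median -0.03, adjusted p = 0.990 in camera).

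Most detoxification genes that passed were lower in the channel labelled DZN. A dye effect is argued against, since the CYP median was -0.174 in the orientation with the weaker median and -0.194 in the other. Other genes of the brightness of the CYP genes had a median of -0.0157, against -0.165 for the CYP list. Loess within each array had removed the typical ratio at each brightness, so this value cannot decide on an intensity trend. A candidate explanation is that the labels give the dyes of DZN and control the wrong way round, since the scanner record opposes them on 6 arrays of 6, and the detoxification genes would then be higher with DZN. A lower level of detoxification genes with DZN, as the labels have it, stays open and was not tested, as does a difference in tissue or stage between the compared nematodes, since the intestine list (median -0.27) was below 0 on the same 6 arrays.

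Of the germline and oogenesis genes, 31 of 50 were higher in the channel labelled DZN, and 3 of 30 moulting genes were lower. Of these 3, only lrp-1 passed with the replicate block. With an estimated correlation the adjusted p = 0.196 for the germline list and the adjusted p = 0.348 for the moulting list, whose call also ended with fry (adjusted p = 0.137) and whose median was 0.09 on DZN-Cy5-2. Beside them, the intestine and body wall muscle lists had medians of -0.27 and -0.18 and the sperm list 0.22, each with the same sign on 6 arrays. Other genes of the brightness of the germline genes had a median of -0.0408. Since loess within each array had removed the typical ratio at each brightness, this value cannot decide on an intensity trend. A difference in developmental stage between the compared nematodes was tested by setting the medians of the lists against each other over the array numbers. They ran against each other, with 0.89, 0.31 and 0.50 for the germline list and -0.64, 0.04 and -0.22 for the moulting list on numbers 1 to 3, and 1 of 6 orders of the numbers is as negative, but 6 orders allow no share under 0.167. So a difference in stage stays open. The paper reports that no developmental effects were observed, and a direct effect of DZN on these genes stays open and was not tested.

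The 2 arrays numbered 2 stood apart from the others. Their mean correlation with the other 4 arrays was 0.209, against 0.461 among those 4 and 0.551 between themselves, across probes, which are not independent replicates. The Cy5 scanner gain stays open. The other array with the higher gain, DZN-Cy3-3, correlated less with them (0.148) than with the arrays of the lower gain (0.467), a difference of -0.319, but 1 array cannot decide it. A dye term for each gain gave 184 probes past an adjusted p of 0.05, against 1875, and those 1875 kept their sign. The added term also costs a degree of freedom, so the lower count cannot decide on the gain either. A difference in developmental stage stays open too and was not tested for the whole of this pattern, though the germline and moulting medians of number 2 (0.31 and 0.04) were the nearest to 0 of the 3 numbers. Without both arrays 2857 probes passed an adjusted p of 0.05.

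Chance was tested with 31 ways to assign a direction to the arrays, counting each and its mirror as 1. These take the 6 arrays as independent replicates, as the paper describes them, and leave aside the pairing by number inferred from the data. On that footing alone it is excluded for the 1875 probes past an adjusted p of 0.05 (highest of the others 12), the 2926 past an unadjusted p of 0.01 (1198), and the 1734 and 2676 genes (12 and 1144), each reached by 1 assignment, the real one. It is not excluded for the number of enriched families, 3 (highest other 4, with 4 assignments as large), or of shifted lists, 23 (highest other 23, turning DZN-Cy5-3, with 2 as large). Among the 4 assignments that oppose all numbered pairs, the others gave at most 0 probes against 1875 (1 as large), but 4 are too few for a share under 0.05, and averaging by number left 13 probes.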
